# Transcriptional Networks in *S. cerevisiae* Linked to an Accumulation of Base Excision Repair Intermediates

**DOI:** 10.1371/journal.pone.0001252

**Published:** 2007-11-28

**Authors:** Ivan Rusyn, Rebecca C. Fry, Thomas J. Begley, Joanna Klapacz, J. Peter Svensson, Mark Ambrose, Leona D. Samson

## Abstract

Upon exposure to DNA damaging agents, *Saccharomyces cerevisiae* respond by activating a massive transcriptional program that reflects the fact that “DNA damaging” agents also damage other cellular macromolecules. To identify the transcriptional response that is specific to DNA damage, we have modulated the first two enzymes in the base excision repair (BER) pathway generating yeast strains with varied levels of the repair intermediates, abasic sites or strand breaks. We show that the number of abasic sites is significantly increased when the 3-methyladenine DNA glycosylase (Mag): AP endonuclease (Apn1) ratio is increased and that spontaneous frame shift mutation is considerably elevated when either Mag, or Mag plus Apn1, expression is elevated. Expression profiling identified 633 ORFs with differential expression associated with BER modulation. Analysis of transcriptional networks associated with the accumulation of DNA repair intermediates identifies an enrichment for numerous biological processes. Moreover, most of the BER-activated transcriptional response was independent of the classical yeast environmental stress response (ESR). This study highlights that DNA damage in the form of abasic sites or strand breaks resulting from BER modulation is a trigger for substantial genome-wide change and that this response is largely ESR-independent. Taken together, these results suggest that a branch point exists in the current model for DNA damage-signaled transcription in *S. cerevisiae*.

## Introduction

Previously, we have shown that yeast exposed to alkylating agents initiate a broad gene expression response modulating a staggering 30% of the yeast genome, i.e. up to 2000 genes [1], [2]. Upon exposure to exogenous alkylation damage, yeast respond by modulating a host of biological processes that includes, as expected, DNA repair and cell cycle checkpoint pathways, but also includes the following: (i) activation of protein degradation machinery, (ii) increased lipid metabolism, (iii) increased RNA processing and (iv) decreased protein synthesis (ribosomal biosynthesis) [1], [2]. That numerous biological processes are modulated when yeast are exposed to alkylating agents likely reflects the fact that in addition to damaging DNA, these so-called “DNA damaging” agents also damage proteins, lipids and RNA. In addition, the expression of a core set of ∼900 genes changes under a variety of stressful conditions, including DNA damage, and is termed the environmental stress response (ESR) [3]. Here, we set out to identify the transcriptional response that is specifically caused by damage to DNA and not to other cellular molecules; instead of introducing damage with reactive electrophilic agents (e.g. an alkylating agent) we generated DNA damage by imbalancing the base excision repair (BER) pathway such that abasic sites or gaps and nicks accumulate in the genome during the processing of repairing endogenous DNA damage.

In its simplest form, the first two steps of the BER pathway are represented by a DNA glycosylase and an AP endonuclease. DNA glycosylases can recognize damaged bases and remove them via cleavage of the *N*-glycosidic bond to initiate BER. In *S. cerevisiae* there are at least five distinct DNA glycosylases, namely Ung, Nth1, Nth2, Ogg1, and Mag, that collectively recognize damaged bases and process them to generate abasic sites. The abasic site is substrate for AP endonucleases that carry out the next step in BER. *S. cerevisiae* has two distinct AP endonucleases, the major enzyme Apn1 and a damage-inducible enzyme, Apn2 [4]. Apn1 and Apn2 cleave abasic sites 5′ to the site of base loss, generating a single strand break. The abasic sugar residue is removed by deoxyribophophodiesterase, the gap is filled by DNA polymerase and the remaining nick sealed by DNA ligase.

Across phylogeny, the regulation of enzymes involved in the first two steps of BER has been noted at the level of transcription. In *E. coli*, yeast, mouse and human cells, treatments with xenobiotics can induce the transcription of BER genes [5]–[10]. The induced expression of such DNA repair pathways has long been thought to confer protection against both the killing and mutagenic effects of DNA damage [11]. However, it is now apparent that in some circumstances increased expression of DNA repair genes may actually lead to the accumulation of mutations. In fact, our previous studies demonstrated the generation of a strong mutator phenotype in *S. cerevisiae* and *E. coli* by imbalanced base excision repair [12]–[15]. Specifically, it was shown that Mag expression in yeast produces up to a 300-fold increase in the spontaneous base substitution mutation rate when Mag levels are high relative to Apn1 [12]. It was suggested that such a dramatic increase in spontaneous mutation rate is due to the fact that Mag excises normal DNA bases, in addition to endogenously damaged bases, producing mutagenic AP sites that can be further processed into mutations by the *Rev1/Rev3/Rev7* lesion bypass polymerases [12], [15], [16].

In these studies, we explore how imbalanced BER affects the persistence of AP sites and frameshift mutations in yeast and how the accumulation of BER intermediates is linked to a DNA damage specific transcriptional response. We show that Mag expression in *S. cerevisiae* produces a 2- to 5-fold increase in AP sites, depending on the Mag:Apn1 ratio, an effect that mirrors the changes in spontaneous base substitution mutation rates in the same strains of yeast [12]. This finding confirms the hypothesis that increased Mag:Apn1 ratios lead to an increased steady state level of mutagenic AP sites. Furthermore, frameshift mutations are elevated when Mag:Apn1 ratios are high and these mutations are reduced with increased expression of Apn1. These studies also show that in response to the DNA damage of accumulated BER repair intermediates, yeast respond by modulating the expression of ∼600 ORFs that are integrated into transcriptional networks encoding DNA replication/metabolism, protein transport, energy metabolism and ribosomal biosynthesis machinery. Surprisingly, this BER-modulated transcriptional response is largely independent of the environmental stress response (ESR), suggesting that a branch point exists in the current model for DNA damage signaled transcription.

## Results

### Imbalance in the first two steps in BER leads to accumulation of AP sites

In this study, the first two enzymes in the BER pathway, Mag and Apn1, were modulated such that the BER intermediates, abasic sites or strand breaks, accumulate (Fig. 1). Specifically, the impact of accumulating abasic sites was examined by (i) increased expression of Mag while maintaining wild type levels of Apn1 (WT/p*MAG*), (ii) maintaining wild type levels of Mag in an Apn1 deficient strain (Δ*apn1*), or (iii) increased expression of Mag in an Apn1 deficient strain (Δ*apn1*/p*MAG*). The impact of accumulating gaps and nicks was examined by (i) expressing Apn1 (Δ*apn1*/p*APN1*), or (ii) expressing both Mag and Apn1 (Δ*apn1*/p*MAG*/p*APN1*) (Table 1).

**Figure 1:**
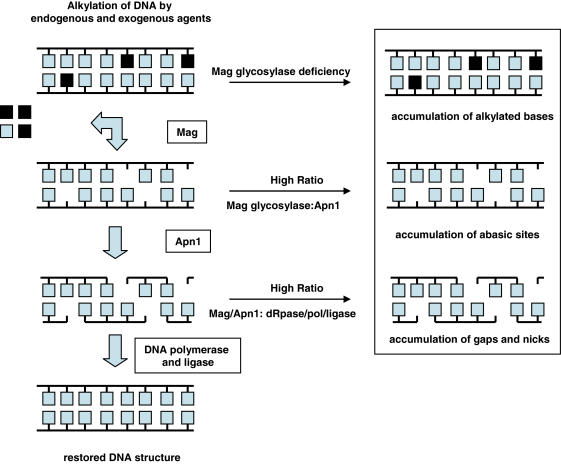
Imbalances of base excision repair. The pathway on the left indicates normal processing in the base excision repair pathway. Central arrows highlight the potential imbalances that may lead to toxicity, clastogenecity and mutagenicity on the right (modified from [26]).

**Table 1:** Yeast strains used in this study.

Strain	Genotype	Experimental Group
BGY111	*MATa his3 leu2 ura3-52 trp1-289_a_ can1* GAL+	Parent
BGY116	BGY111/pYES	Wild Type
BGY119	BGY111/pYES-MAG	WT*/*p*MAG*
BGY122	BGY111 *apn1-1::HIS3*/pYES	*Δapn1*
BGY125	BGY111 *apn1-1::HIS3*/pYES-MAG	*Δapn1/*p*MAG*
BGY195	BGY111 *apn1-1::HIS3/*pYepAPN1-2A/pYES	*Δapn1/*p*APN1*
BGY196	BGY111 *apn1-1::HIS3/*pYepAPN1-2A/pYES-MAG	*Δapn1/*p*MAG/*p*APN1*

The persistence of AP sites in the yeast strains with altered levels of expression of Apn1 and Mag was examined. Plasmid based Mag expression in the wild type host increased steady-state level of genomic AP sites by ∼2.5 fold (Fig. 2, Expt. #1). In the Δ*apn1* strain, AP sites increased ∼2-fold, an effect that was essentially reversed by expressing Apn1 from a plasmid (Fig. 2, Expt. #2, #4). As one might expect, when Mag was expressed in the Δ*apn1* strain, AP sites were further elevated to ∼5-fold that in wild type cells (Fig. 2, Expt. #3). When Apn1 was coexpressed with Mag in the Δ*apn1* strain, the steady state level of AP sites fell dramatically, but it should be noted that it did not quite return to wild type levels (Fig. 2, Expt. #5).

**Figure 2:**
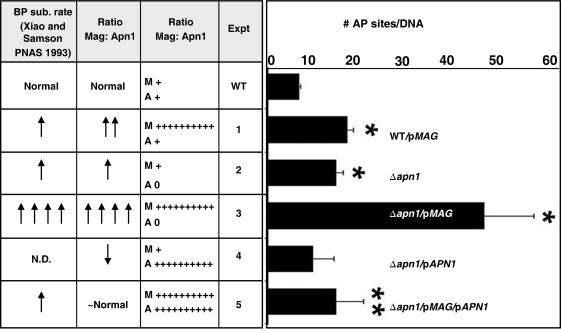
Five BER modulated strains were compared for measurements of AP site accumulation. Five experimental conditions (#1–5) each with different ratios of Mag:Apn1 were assessed for AP site accumulation measured in genomic DNA. Statistical difference (t-test, p<0.05) from wild type (WT, *) or from Δ*apn1/MAG* group (**) is indicated. The expression of Mag of Apn1 are shown as: (0) = low expression, (+) = wild type expression, (++++++++++) = high expression.

### Frame shift mutations accumulate under conditions of increased abasic sites and increased gaps and nicks

In addition to the AP site measurements in the BER modulated strain, we set out to examine another common type of spontaneous-induced damage, namely (+1) and (−1) frame shift mutations. We find that Apn1 expression does not affect frame shift mutation rates (Fig. 3). However, Mag expression caused a dramatic increase of 12 and 38-fold in (+1) and (−1) frame shifts respectively when compared to the Apn1-deficient strain. Interestingly, co-expression of Apn1 and Mag did not fully suppress the increased frame shift mutagenesis with a remarkable 5- and 14-fold increase in (+1) and (−1) frame shifts, respectively, still remaining (Fig. 3).

**Figure 3:**
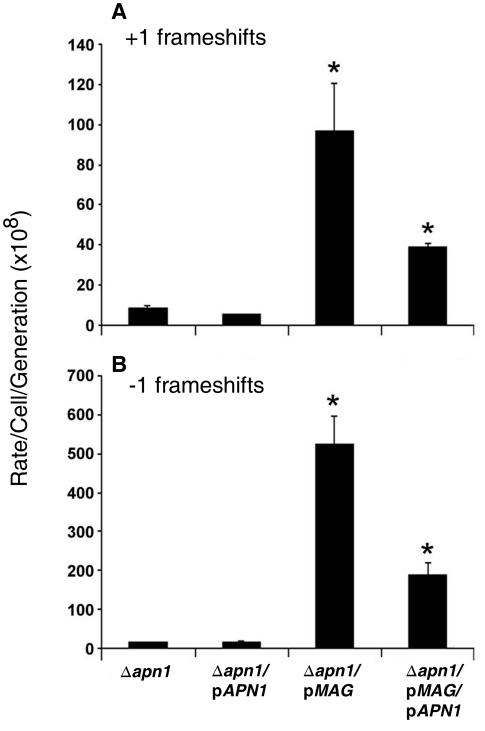
Induction of base excision repair leads to an accumulation of frameshift mutations. Frameshift mutation frequency in Δ*apn1* strains that expressed Apn1 and/or Mag was determined as detailed in Materials and Methods. Asterisk (*) denotes statistical difference (t-test, p<0.05) relative to the background strain (Δ*apn1*).

### Accumulation of BER intermediates results in DNA damage specific genome-wide signatures distinct from signatures induced by MMS

The genome-wide response of yeast to the accumulation of DNA repair intermediates was examined by performing transcriptional profiling of the five yeast strains with altered expression of BER repair enzymes (see Materials and Methods). 

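RNA from 6 strains, each grown as 3 independent cultures in galactose medium to 10000000 cells per ml, had been hybridized to 18 Affymetrix Yeast Genome S98 arrays, 1 culture per array. The strains were wild type with the empty vector, WT/p*MAG*, Δ*apn1*, Δ*apn1*/p*MAG*, Δ*apn1*/p*APN1* and Δ*apn1*/p*MAG*/p*APN1*, with n = 3 arrays each. The deposited values are signals summarized by RMA on the log2 scale, which covers background correction, quantile normalization and summary of the probes; the RMA version is not given in the paper's text. They ran from 0.0711 to 13.02, with array medians between 1.63 and 1.72, and the number of arrays limits the precision. Of 9335 probe sets, 60 were controls, 6504 carried the name of 1 gene, 328 carried several and 2443 had no name in the annotation at hand. The 6504 probe sets with 1 gene name, for 5656 genes, were compared with limma, in 1 fit over all 18 arrays with 12 residual degrees of freedom, and p was adjusted over those probe sets by the Benjamini-Hochberg method. All tests were two-sided, and all 5 comparisons share the 3 wild type arrays. The thresholds of the methods, an unadjusted p under 0.05 and a change of at least 1.5-fold, were applied to the same fit, because the paper states no adjustment. The same comparison without limma's moderation of the variance is called the methods' test.

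The genes placed on the plasmids were read first. *APN1* encodes the major AP endonuclease, and its mean signal rose from 1.43 ± 0.40 (SD, n = 3) in wild type to 7.57 ± 0.35 in Δ*apn1*/p*APN1* (log2 difference 6.14, standard error 0.56, adjusted p = 1.05e-04 from limma) and to 6.43 ± 1.62 in Δ*apn1*/p*MAG*/p*APN1* (5.01, adjusted p = 0.00152). On replicate 1 of the latter strain *APN1* read 4.57, against 7.48 and 7.26 on replicates 2 and 3. *LEU2*, the marker of the *APN1* plasmid, had log2 differences of 4.19 (adjusted p = 0.119) and 3.2 (adjusted p = 0.292) in these strains. The *APN1* probe set also read higher than in wild type on all arrays of the null strains without p*APN1*, with 2.98 ± 0.17 in Δ*apn1* (log2 difference 1.55, not past the adjusted test) and 4.00 ± 0.37 in Δ*apn1*/p*MAG* (2.57, adjusted p = 0.155), although the gene is disrupted there. The position of its probes relative to the disruption is not known, so this signal does not test the label. *MAG1*, the 3-methyladenine DNA glycosylase gene, had a mean of 1.00 ± 0.11 in wild type and 4.85 ± 2.94 in WT/p*MAG* (log2 difference 3.85, standard error 1.26, adjusted p = 0.289). The wild type means of *APN1* and *MAG1* lay below the lowest array median of 1.63. Neither is shown to be above background, so the sizes of these differences are uncertain. For *MAG1* the WT/p*MAG* arrays read 6.14, 1.48 and 6.91, the Δ*apn1*/p*MAG* arrays 7.17, 2.88 and 1.82, and the Δ*apn1*/p*MAG*/p*APN1* arrays 3.80, 2.83 and 1.82.

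The arrays fell into 2 batches by the mean signal of 76 probe sets for small nuclear, nucleolar and ribosomal RNA. The batches were cut from these signals, and neither the sample labels nor the paper name a batch. The 7 arrays of the high batch held 2 of wild type, 2 of WT/p*MAG*, 2 of Δ*apn1* and 1 of Δ*apn1*/p*MAG*, and the 11 arrays of the low batch held the rest, with all arrays of both p*APN1* strains. Values with the batch as a block or within a batch are therefore given beside many of the comparisons of gene groups. Wild type, WT/p*MAG* and Δ*apn1* each have 2 arrays in the high batch and 1 in the low. In comparisons among these 3 strains the block therefore leaves the differences as they are and changes only their spread. The low batch holds 1 array each of wild type, WT/p*MAG* and Δ*apn1*, and the high batch 1 of Δ*apn1*/p*MAG*, so medians that rest on 1 array of a strain are given without p and test nothing. Both p*APN1* strains can be compared within a batch only with that 1 wild type array.

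**Figure D1:**
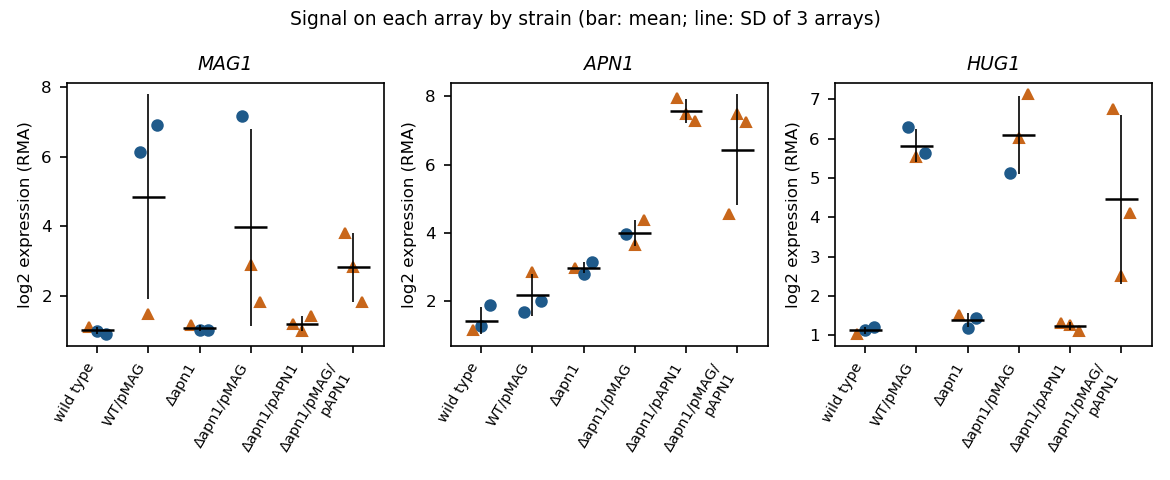
Log2 signal (vertical axis) of *MAG1*, *APN1* and *HUG1* on each of the 18 arrays by strain (horizontal axis); circles are arrays of the high batch, triangles arrays of the low batch, bars the mean and lines the SD of n = 3. *HUG1* lies at 2.51 or higher on all 9 arrays with p*MAG* and at 1.53 or lower on all 9 without it.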

The genome-wide expression levels of the BER modulated strains were compared to wild type yeast and the differentially expressed genes were identified (see Materials and Methods); a total of 633 ORFs were identified with statistically significant changes compared to wild type yeast in at least one condition (Fig. 4, Dataset S1). It should be emphasized here that these strains were not exposed to any exogenous DNA damaging agents. 

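At the thresholds of the methods, 774 of the 6504 probe sets differed from wild type in at least 1 strain in the limma fit, and 630 in the methods' test. The count was 390 in WT/p*MAG*, 28 in Δ*apn1*, 220 in Δ*apn1*/p*MAG*, 215 in Δ*apn1*/p*APN1* and 221 in Δ*apn1*/p*MAG*/p*APN1*. Single arrays moved 3 of these by over 1.5 times. The 28 became 50 without replicate 2 of Δ*apn1* and 52 without replicate 3 of wild type, the 220 became 356 and 357 without replicates 1 and 2 of Δ*apn1*/p*MAG*, and the 221 became 347 without replicate 2 of Δ*apn1*/p*MAG*/p*APN1*, 426 without replicate 1 of wild type and 141 without its replicate 2. At an adjusted p under 0.05, 26 probe sets differed among the 6 strains (limma's moderated F test), against 1 in the methods' test. With 1 array left out this count lay between 4 (without replicate 1 of Δ*apn1*/p*APN1*) and 46 (without replicate 2 of Δ*apn1*/p*MAG*/p*APN1*), and 11 of 18 such fits moved it by over 1.5 times.

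Of the probe sets of Δ*apn1*/p*MAG*, 7 passed the adjusted threshold, 4 higher and 3 lower. *CHS1*, a chitin synthase gene, rose from 1.23 ± 0.25 (SD, n = 3) to 2.29 ± 0.18 (log2 difference 1.06, standard error 0.16, adjusted p = 0.0244 from limma). *FLO11*, which encodes a cell surface flocculin, fell by 1.52 (standard error 0.24), *PRY3*, a cell wall protein gene expressed in daughter cells, fell by 1.06 (standard error 0.17), each with adjusted p = 0.0244, and *QDR2*, a multidrug transporter gene, fell by 0.90 (standard error 0.16, adjusted p = 0.0472). *HIS3*, the marker that disrupts *APN1*, rose by 1.59 (standard error 0.28, adjusted p = 0.0472). All 3 arrays of the strain lay outside the range of the 3 wild type arrays for these genes. The rule for naming genes required this of all but *HIS3*, a marker, so it adds no support to their tests. In the methods' test none of the 6504 passed an adjusted p of 0.05 in this strain (count 0), with 413 at an unadjusted p under 0.05, against 451 in limma. Leaving out replicate 3 of the strain, or replicate 2 or 3 of wild type, also took the count to 0, and replicate 1 of wild type took it to 1. The replicate number as a block left 2. Replicate 1 of the strain had an *ACT1* 5′ signal 7.78 below its 3′ signal, a sign of poor RNA, and an array weight of 0.32. Without it 5 were higher and none lower, and of the genes above and *HUG1* only *HUG1* kept its call (5.45, adjusted p = 0.0206), while *CHS1* (1.03) and *FLO11* (−1.55) had adjusted p = 0.0612, *PRY3* (−0.97) 0.0708, *HIS3* (1.61) 0.0902 and *QDR2* (−0.71) 0.0987.

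The Δ*apn1* strain alone had 0 probe sets at an adjusted p under 0.05 in limma and 0 in the methods' test, with 84 and 98 at an unadjusted p under 0.05. Its 28 at the thresholds included the amino acid permease gene *GAP1* (−0.60) and the ammonium permease gene *MEP2* (−0.74), the phosphatidylserine decarboxylase gene *PSD1* (0.79) and the endoplasmic reticulum chaperone gene *KAR2* (−0.63), none of which passed the adjusted test. In Δ*apn1*/p*APN1* and in Δ*apn1*/p*MAG*/p*APN1*, *APN1* itself was the 1 probe set that passed. Past the thresholds of the methods, the alpha-tubulin gene *TUB1* differed by 1.38 (standard error 0.28, adjusted p = 0.119) in Δ*apn1*/p*APN1*. The sphingoid base transporter gene *RSB1* differed by 1.64 (standard error 0.27, adjusted p = 0.072) in Δ*apn1*/p*MAG*/p*APN1*. With the batch as a block, the counts at the thresholds were 165 and 154 in these strains, and 103 of 215 and 98 of 221 probe sets stayed in them.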

The extent of change across the yeast genome in response to BER expression was quite varied across the five experiments, with yeast expressing Mag (WT/p*MAG*) showing the most transcriptional change, specifically 334 modulated ORFs (Fig. 4).

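In WT/p*MAG*, 139 probe sets were higher and 251 lower than in wild type at the thresholds of the methods, for 381 genes. *HUG1*, a target of the DNA damage checkpoint that inhibits ribonucleotide reductase, rose most of those that passed the adjusted test, from 1.12 ± 0.09 to 5.83 ± 0.42 (SD, n = 3; log2 difference 4.70, standard error 0.73, adjusted p = 0.0231 from limma). Its wild type mean lay below the lowest array median of 1.63 and is not shown to be above background, so the size of the rise is uncertain. The malic enzyme gene *MAE1* rose by 1.85 (standard error 0.32, adjusted p = 0.0372), the cell surface protease gene *YPS3* by 1.57 (standard error 0.25, adjusted p = 0.0231) and the sporulation glucoamylase gene *SGA1* by 0.95 (standard error 0.16, adjusted p = 0.0372). *ECM22*, a regulator of sterol synthesis genes, fell by 1.79 (standard error 0.28), and *FMP42*, which encodes a vacuolar membrane protein, fell by 1.61 (standard error 0.23), both with adjusted p = 0.0231.

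These 6 were all that passed an adjusted p of 0.05 in limma, and all 6 kept it with the batch as a block. Both strains have the same share of each batch, so the block cannot change their difference, only its spread. Keeping the call is therefore no test of a batch effect. The methods' test gave 0, with 647 probe sets at an unadjusted p under 0.05, against 682 in limma. Left out singly, replicate 3 of wild type took the count to 0 and replicate 3 of WT/p*MAG* took it to 25. The heat shock gene *HSP26* (4.96, standard error 0.98, adjusted p = 0.0813) and the adenine phosphoribosyltransferase gene *APT1* (−1.66, standard error 0.30, adjusted p = 0.0562) did not pass. Within the high batch *HUG1* and the others rested on 2 arrays against 2, where 34 probe sets passed, and the low batch held 1 array of each strain. Over the other splits of the same 6 arrays into groups of 3, the highest count at the thresholds was 233. There are 10 splits in all, too few for a share under 0.05.

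The effect of p*MAG* was also taken as the mean of the 3 differences between a strain with p*MAG* and its own strain without it, which share no array. There were 83 probe sets at an adjusted p under 0.05, 54 higher and 29 lower, and 59 in the methods' test. Of the 83, 82 had 1 direction in all 3 backgrounds. They were selected on the mean of these same 3 differences, so the shared direction is no separate support. With 1 array left out the 83 became 50 (without replicate 1 of Δ*apn1*/p*APN1*) to 143 (without replicate 1 of wild type), with 52 without replicate 2 of Δ*apn1* and 55 without replicate 3 of wild type, and the low batch alone gave 0. *HUG1* rose by 4.21 on average (standard error 0.42, adjusted p = 3.26e-04), with differences of 4.70 in wild type, 4.71 in Δ*apn1* and 3.23 in Δ*apn1*/p*APN1*, the last of which was 2.08 without replicate 1 of Δ*apn1*/p*MAG*/p*APN1*, the array with low *APN1* (mean effect 3.83 without it). The *S*-methylmethionine permease gene *MMP1* fell by 1.42 (standard error 0.15), and the ABC transporter gene *PDR10* rose by 1.35 (standard error 0.16). *ECM13*, a gene of unknown function, rose by 1.81 (standard error 0.24) and the cell wall mannoprotein gene *HPF1* by 2.16 (standard error 0.34). The phosphatidylserine synthase gene *CHO1* fell by 0.86 (standard error 0.14). The batch as a block gave a count of 142, which included all 83. A difference of the effect between wild type and Δ*apn1* was found at 0 probe sets in limma and 0 in the methods' test, with 208 and 231 at an unadjusted p under 0.05.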

**Figure 4:**
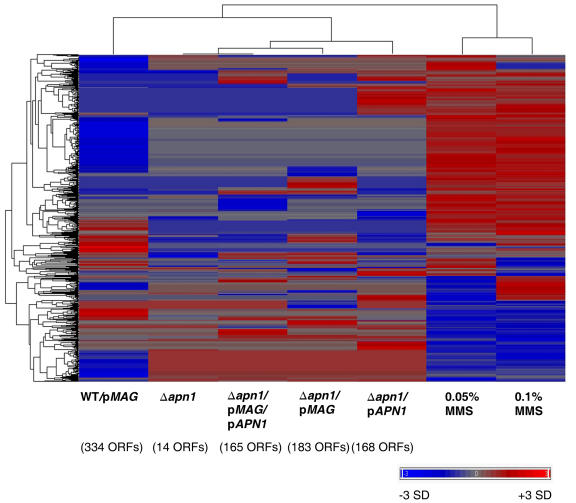
Gene expression changes in *S. cerevisiae* caused by an induction of base excision repair or methyl methane sulfonate (MMS). MMS transcriptional data were obtained from two doses (0.05% and 0.1%) from [1]. Unsupervised hierarchical clustering of 633 ORFs whose transcription was significantly changed in at least one of the BER strains used in this study (as compared to the wild type). The number of ORFs identified for each experiment as statistically significant is shown in brackets below the column. Fold changes were Z-score transformed; red indicates increased relative expression, and blue indicates decreased relative expression.

We further set out to compare the transcriptional response that was specifically caused by the accumulation of DNA repair intermediates, to that caused by exposure to an alkylating agent. The expression patterns of the BER modulated strains were compared to our previously published data of the transcriptional response of yeast when exposed to the alkylating agent, methyl methanesulfonate (MMS), at two doses 0.05% and 0.1% [1]. The expression patterns of the five yeast strains with modulated levels of BER were strikingly different from the expression patterns of yeast exposed to MMS (Fig. 4).

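Of the 54 probe sets higher with p*MAG* at an adjusted p under 0.05, 39 had an MMS fold in the paper's table, of which 27 were higher and 11 lower at 0.05% MMS and 25 higher and 14 lower at 0.1%. Of the 29 lower with p*MAG*, 21 had one, with 9 lower and 9 higher at 0.05% MMS and 13 lower and 8 higher at 0.1%. The genes named next were picked from the table after their values had been seen. The paper's MMS folds are linear, and their log2 values are given beside them. *RNR3*, the damage-inducible large subunit of ribonucleotide reductase, rose by 1.67 on the log2 scale with p*MAG* (adjusted p = 0.00111 from limma, mean of the 3 backgrounds). The paper's fold changes are 4.51 at 0.05% MMS and 4.93 at 0.1% (log2 2.17 and 2.30). *HSP26*, a small heat shock protein gene, rose by 4.01 (standard error 0.57, adjusted p = 0.00204), and the paper's folds are 3.5 and 5.63 (log2 1.81 and 2.49). The thiol peroxidase gene *AHP1* rose by 1.34 (standard error 0.17, adjusted p = 0.00111), with the paper's folds at 2.44 and 1.92 (log2 1.29 and 0.94). *GRE2*, a methylglyoxal reductase gene, rose by 1.60 (standard error 0.24, adjusted p = 0.00315), with folds of 1.92 and 1.96 (log2 0.94 and 0.97). The histidine synthesis gene *HIS4* rose by 0.99 (standard error 0.18, adjusted p = 0.0105), with folds of 3.76 and 3.82 (log2 1.91 and 1.93). The histone gene *HTB2*, with folds of −4.77 and −11.05 in the paper's table (log2 −2.25 and −3.47), had a p*MAG* effect of −0.56 (adjusted p = 0.100).

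The comparison over all genes used the paper's MMS folds for 611 ORFs with a value at both doses, from a copy of Dataset S1 that lacks some of its ORFs, and no MMS array was at hand. Across these genes, which are not independent replicates, the log2 differences of WT/p*MAG* had a correlation of 0.162 with the 0.05% dose and 0.239 with the 0.1% dose. Δ*apn1*/p*MAG* had 0.149 and 0.196, Δ*apn1*/p*MAG*/p*APN1* 0.0338 and 0.140, Δ*apn1*/p*APN1* −0.0376 and 0.0144, and Δ*apn1* −0.0664 and −0.0463. The 2 MMS doses had a correlation of 0.826 with each other, and 80.5% of the ORFs had 1 sign at both. Among the ORFs past the thresholds of the methods in WT/p*MAG*, 154 of 324 had the sign of the 0.05% dose and 161 of 324 that of the 0.1% dose. For Δ*apn1*/p*MAG* the counts were 119 and 118 of 191, for Δ*apn1*/p*APN1*, which lacks p*MAG*, 100 and 112 of 175, for Δ*apn1*/p*MAG*/p*APN1* 83 and 96 of 177, and for Δ*apn1* 9 and 12 of 19. An ORF with an MMS fold of exactly 1 was counted as not having the sign of that dose, which lowers these counts. The ORFs had been selected in the paper from the same 5 strains, so the correlations are not those of the whole genome.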

### The accumulation of BER intermediates activates ESR-independent transcriptional networks enriched for numerous biological processes

To identify whether significant molecular interactions exist among the gene products of the transcripts that were modulated by BER intermediates, the 633 ORFs that were transcriptionally modulated in at least one BER condition were overlayed on a functional yeast network comprised of 4,691 nodes (proteins) and 34,000 edges (interactions) [17]. Of the 633 ORFs modulated by expressing BER enzymes, 501 were contained in the large yeast network (Fig. S1, Dataset S1).

To identify transcriptionally enriched modules within the protein network, we further analyzed this large interactome for clusters of proteins that interact and also are modulated by BER intermediate accumulation; five subnetworks were identified (Fig. S1). It should be mentioned again that these subnetworks are encoded entirely by genes that are transcriptionally modulated by BER intermediate accumulation. 

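Of 75 genes for mitochondrial ribosomal proteins, 16 were lower and none higher in WT/p*MAG* at the thresholds of the methods, and so were 14 of 42 genes for mitochondrial protein import. Of 79 genes of amino acid synthesis other than *HIS3* and *LEU2*, 14 were higher and none lower in Δ*apn1*/p*MAG*/p*APN1*, and 11 were higher and 1 lower in Δ*apn1*/p*MAG*. Of 17 genes of the tricarboxylic acid cycle, 9 were higher and none lower in Δ*apn1*/p*APN1*. Of 46 DNA replication genes, 4 were higher and none lower in Δ*apn1*/p*MAG*/p*APN1*, among them *POL2*, the catalytic subunit of DNA polymerase epsilon, at 0.59 (standard error 0.17, n = 3). Of 80 cytosolic ribosomal protein genes, 3 were lower and none higher in WT/p*MAG*.

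The groups were 34 lists of genes, fixed before the deposited array values were examined but after Dataset S1 had been read. Dataset S1 holds fold changes from these same arrays, so the lists are not independent of the data. Each list was set against all other genes with camera in each of 5 strains. Of the 170 tests, 55 had an adjusted p under 0.05, 30 higher and 25 lower. In WT/p*MAG* 8 lists were higher and 8 lower, in Δ*apn1* 3 and 5, in Δ*apn1*/p*MAG* 10 and 5, in Δ*apn1*/p*APN1* 1 and 2, and in Δ*apn1*/p*MAG*/p*APN1* 8 and 5. camera used a preset correlation of 0.01 between genes. With an estimated correlation, 2 of the 55 kept an adjusted p under 0.05, both for the list of DNA damage checkpoint targets.

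**Figure D2:**
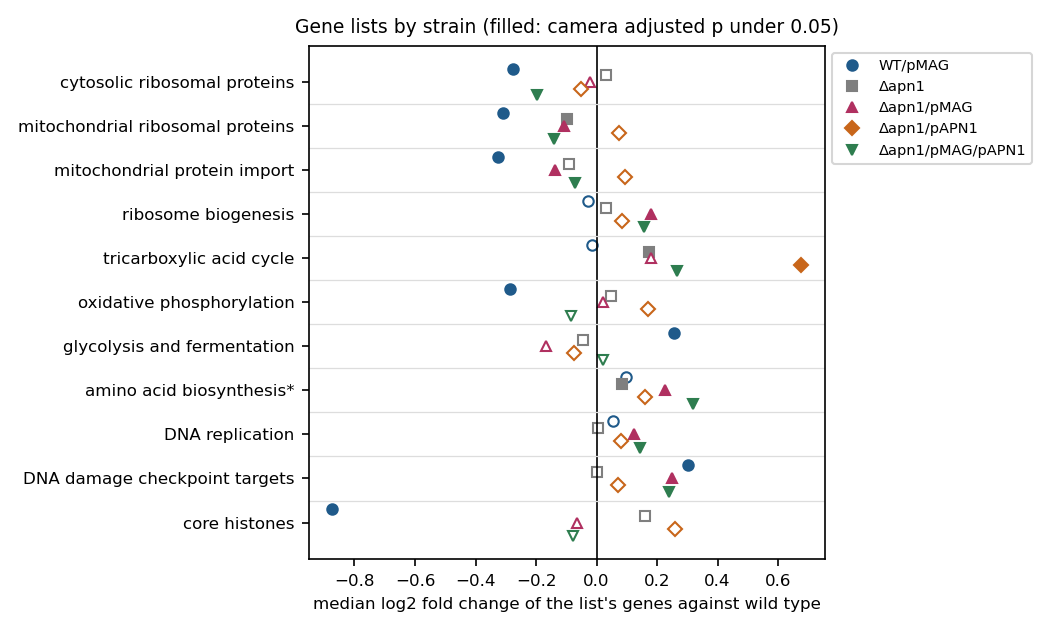
Median log2 difference from wild type of the genes of 11 lists (horizontal axis, log2) by list (vertical axis), with circles for WT/p*MAG*, squares for Δ*apn1*, upward triangles for Δ*apn1*/p*MAG*, diamonds for Δ*apn1*/p*APN1* and downward triangles for Δ*apn1*/p*MAG*/p*APN1*; filled symbols have a camera adjusted p under 0.05 with the preset correlation. The tricarboxylic acid cycle list lies farthest right, at 0.68 in Δ*apn1*/p*APN1*, and the asterisk marks amino acid synthesis genes other than *HIS3* and *LEU2*.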

The subnetworks that are modulated by BER intermediate accumulation are enriched for numerous biological processes including: protein biosynthesis (Fig. 5A, C), protein-mitochondrial targeting (Fig. 5A), energy pathways (Fig. 5B), chromatin assembly/disassembly (Fig. 5C), amino acid biosynthesis (Fig. 5D), and DNA replication/metabolism (Fig. 5E). Of these biological processes that are modulated by BER intermediate accumulation, those that are transcriptionally activated are: (i) amino acid biosynthesis, (ii) DNA replication/metabolism, and (iii) energy pathways (Fig. 5). 

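Amino acid synthesis genes lay higher than in wild type in the 2 strains with the *apn1* null allele and p*MAG*. No difference of the p*MAG* effect between wild type and Δ*apn1* was found for them (median −0.06, camera adjusted p = 0.915). A need for the null allele is therefore not shown. The parent is *his3 leu2*, every null strain carries *HIS3*, and both p*APN1* strains carry *LEU2* as well. In comparisons with wild type, effects of these markers on amino acid synthesis genes cannot be told apart from those of the null allele and p*APN1*. The median of the 79 genes was 0.32 on the log2 scale in Δ*apn1*/p*MAG*/p*APN1*, with 70 above 0 (camera adjusted p = 3.67e-08, adjusted p = 0.17 with an estimated correlation). The lysine synthesis genes *LYS1* and *LYS21* had differences of 1.58 (standard error 0.37, n = 3) and 1.15 (standard error 0.32), but none of the 79 passed when adjusted over the list alone. The median in Δ*apn1*/p*MAG* was 0.23, with 60 above 0 (adjusted p = 6.80e-05, adjusted p = 0.308 with an estimated correlation), and the glutamate dehydrogenase gene *GDH1* differed by 1.14 (standard error 0.35). The branched-chain aminotransferase gene *BAT2* fell by 0.73 (standard error 0.15, adjusted p = 0.0223 over the list alone). With the batch as a block the median was 0.21 in Δ*apn1*/p*MAG* (adjusted p = 7.83e-05) and 0.26 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 4.91e-09). In Δ*apn1* the median was 0.08 (adjusted p = 0.00603, adjusted p = 0.561 with an estimated correlation), with 0.01 in the high batch (adjusted p = 0.897), and not past the threshold without replicate 1 of Δ*apn1* (adjusted p = 0.201) or of wild type (adjusted p = 0.45). WT/p*MAG* had 0.10 (adjusted p = 0.0509) and Δ*apn1*/p*APN1* 0.16 (adjusted p = 0.199), and in WT/p*MAG* *HIS4* and the carbamoyl phosphate synthetase gene *CPA1* rose by 1.33 and 1.10 over the list alone (adjusted p = 0.0318 each).

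DNA replication genes had a median of 0.13 in Δ*apn1*/p*MAG*, with 34 of 46 above 0 (adjusted p = 0.0108, adjusted p = 0.67 with an estimated correlation), and of 0.14 in Δ*apn1*/p*MAG*/p*APN1*, with 33 above 0 (adjusted p = 0.0108, adjusted p = 0.67 with an estimated correlation). The DNA polymerase alpha gene *POL1* differed by 0.98 (standard error 0.31) in Δ*apn1*/p*MAG*, and the flap endonuclease gene *RAD27* by 0.66 and 0.72 in these strains. None passed when adjusted over the list alone. The first shift was lost without replicate 2 of Δ*apn1*/p*MAG* (adjusted p = 0.134), the second without replicate 1 or 3 of Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.13 and 0.101), and both without replicate 3 of wild type (adjusted p = 0.0649 and 0.0539). With the batch as a block the adjusted p were 0.0298 and 0.0456. The medians of the other strains were 0.05 in WT/p*MAG* (adjusted p = 0.736), 0.00 in Δ*apn1* (adjusted p = 0.949) and 0.08 in Δ*apn1*/p*APN1* (adjusted p = 0.151).

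The lists of energy pathways moved in different directions. The tricarboxylic acid cycle had a median of 0.68 in Δ*apn1*/p*APN1* with 15 of 17 genes above 0 (adjusted p = 2.89e-08, adjusted p = 0.105 with an estimated correlation), and 8 genes were higher when adjusted over the list alone, among them the aconitase gene *ACO1* (1.18, standard error 0.22, n = 3), the isocitrate dehydrogenase gene *IDH2* (0.83, standard error 0.17) and the citrate synthase gene *CIT1* (1.26, standard error 0.32). The median was 0.68 with the batch as a block (adjusted p = 5.68e-09) and 0.58 without replicate 1 of wild type (adjusted p = 4.15e-05), on which the list read lowest of the 3 wild type arrays. In Δ*apn1*/p*MAG*/p*APN1* it was 0.27 with 3 genes higher over the list alone (adjusted p = 5.81e-04, adjusted p = 0.324 with an estimated correlation), and *IDH1* rose by 2.03. It was 0.16 with the batch as a block (adjusted p = 4.24e-04) and not past the threshold without replicate 2 of that strain (adjusted p = 0.0929). In Δ*apn1* it was 0.17 (adjusted p = 0.00216, adjusted p = 0.42 with an estimated correlation), with 0.07 in the high batch (adjusted p = 0.3), and an adjusted p of 0.216 without replicate 1 of wild type and 0.0604 without replicate 3 of Δ*apn1*. Genes of oxidative phosphorylation had a median of −0.29 in WT/p*MAG* with 31 of 37 below 0 (adjusted p = 3.12e-04, adjusted p = 0.475 with an estimated correlation), and the ATP synthase gene *ATP2* had −0.92 (standard error 0.33). This median was −0.49 in the high batch (adjusted p = 4.72e-11) and 0.15 between the single arrays of the low batch, and the shift was lost without replicate 1 of WT/p*MAG* (adjusted p = 0.155). Genes of glycolysis and fermentation had a median of 0.26 in WT/p*MAG* (adjusted p = 0.00607, adjusted p = 0.451 with an estimated correlation), and the pyruvate decarboxylase gene *PDC1* rose by 0.68 (standard error 0.18, adjusted p = 0.0372 over the list alone). It was 0.50 in the high batch (adjusted p = 0.00393) and −0.06 between the single arrays of the low batch, and without replicate 3 of WT/p*MAG* the adjusted p was 0.314.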

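Genes of the mitochondrial translation and import machineries lay lower in WT/p*MAG*. Of 75 mitochondrial ribosomal protein genes 66 were below 0, with a median log2 difference of −0.31 (camera adjusted p = 3.52e-10, adjusted p = 0.308 with an estimated correlation), and 11 were lower and none higher when adjusted over the list alone. *MRPL49* fell by 2.55 (standard error 0.48, n = 3), *MRPL8* fell by 2.30 (standard error 0.54), *MRPL20* fell by 1.30 (standard error 0.29) and *MRPL23* fell by 0.91 (standard error 0.20). Of 42 genes of mitochondrial protein import 33 were below 0, with a median of −0.33 (adjusted p = 2.54e-07, adjusted p = 0.17 with an estimated correlation), and 9 were lower over the list alone. *TIM17*, an essential subunit of the inner membrane translocase, fell by 1.31 (standard error 0.24, adjusted p = 0.0034 over the list alone). The outer membrane translocase genes *TOM6* and *TOM20* fell by 0.83 and 0.61, and *TIM10*, a chaperone of the intermembrane space, fell by 0.83. No gene of either list passed an adjusted p of 0.05 over all 6504 probe sets, in limma or in the methods' test. Both shifts were seen in the high batch (2 arrays against 2), with medians of −0.56 (adjusted p = 2.51e-17) and −0.41 (adjusted p = 3.25e-08). With the batch as a block, which leaves the differences of this strain unchanged, the adjusted p were 4.01e-10 and 2.90e-07. Between the single arrays of the 2 strains in the low batch the medians were −0.00242 and −0.17, which decides nothing about that batch.

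The same lists had smaller shifts in other strains. Mitochondrial ribosomal protein genes had medians of −0.14 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 9.92e-05, adjusted p = 0.608 with an estimated correlation), −0.11 in Δ*apn1*/p*MAG* (adjusted p = 0.00288, adjusted p = 0.766 with an estimated correlation) and −0.10 in Δ*apn1* (adjusted p = 0.011, adjusted p = 0.828 with an estimated correlation). It was 0.07 in Δ*apn1*/p*APN1* (adjusted p = 0.84). The first 2, with the batch as a block, had adjusted p = 1.67e-08 and 2.77e-04. In Δ*apn1* the high batch median was −0.13 (adjusted p = 4.64e-04). The shift in Δ*apn1*/p*MAG* was lost without its replicate 1 (adjusted p = 0.0647), and that in Δ*apn1* without its replicate 1 or 2 (adjusted p = 0.0997 and 0.0991) or replicate 2 or 3 of wild type (adjusted p = 0.201 and 0.2). Mitochondrial import genes had medians of −0.14 in Δ*apn1*/p*MAG* (adjusted p = 0.04, adjusted p = 0.67 with an estimated correlation, 0.35 without its replicate 1, 0.0988 without replicate 2 of wild type, and above 0.05 without its replicate 3) and −0.07 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.0109, adjusted p = 0.561 with an estimated correlation, and 0.144 without its replicate 2). These 2 had, with the batch as a block, adjusted p = 0.0157 and 5.02e-04.

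Of 30 genes for cytosolic translation factors, the median was −0.18 in WT/p*MAG* (adjusted p = 0.0138, adjusted p = 0.766 with an estimated correlation), with none past the test over the list alone, and −0.19 in the high batch (adjusted p = 0.0225), and it was lost without replicate 3 of wild type (adjusted p = 0.0703). The initiation factor genes *GCD7* and *SUI1* had −1.40 (standard error 0.49) and −0.46 (standard error 0.19). *HYP2*, the gene of initiation factor eIF5A, rose when adjusted over the list alone in Δ*apn1*/p*MAG* (0.71, adjusted p = 0.0119) and Δ*apn1*/p*MAG*/p*APN1* (0.73, adjusted p = 0.00957). The histone genes, of which only *HTB1* and *HTB2* had a probe set with 1 gene name, had a median of −0.87 in WT/p*MAG* (adjusted p = 0.0043, adjusted p = 0.273 with an estimated correlation). It was −1.08 in the high batch (adjusted p = 0.0131) and −0.45 between the single arrays of the low batch. In Δ*apn1* the histone median was 0.16 (adjusted p = 0.418), in Δ*apn1*/p*MAG* −0.07 (adjusted p = 0.751), in Δ*apn1*/p*APN1* 0.26 (adjusted p = 0.561) and in Δ*apn1*/p*MAG*/p*APN1* −0.08 (adjusted p = 0.683).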

The biological processes that are down regulated by BER intermediate accumulation are protein biosynthesis, chromatin assembly/disassembly and protein-mitochondrial targeting (Fig. 5).

**Figure 5:**
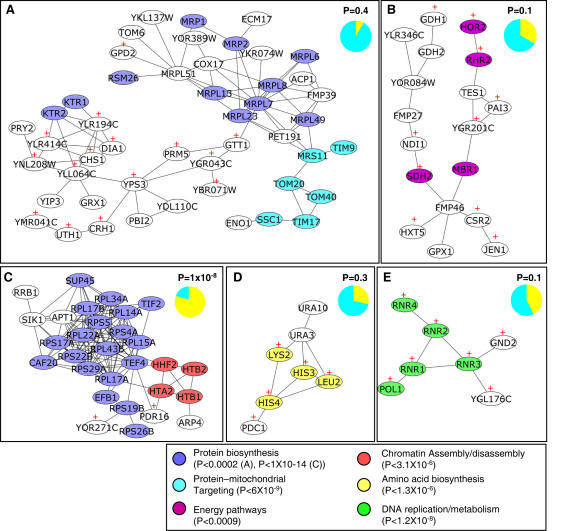
Yeast transcriptional networks activated in response to BER intermediate accumulation are largely ESR-independent. A) Subnetwork #1 enriched for protein-mitochondrial targeting and protein biosynthesis, B) Subnetwork #2 enriched for energy pathways, C) Subnetwork #3 enriched for ribosome biogenesis and chromatin assembly, D) Subnetwork #4 enriched for amino acid biosynthesis, E) Subnetwork #5 enriched for DNA replication/metabolism. P-values for gene ontology enrichment are indicated in legend. Pie charts in the upper right hand corner of each figure represent the percentage of network nodes that are ESR (yellow) or non ESR (blue) (P-value of ESR enrichment is shown). Proteins encoded by transcripts that are transcriptionally activated are indicated with a (+), all other proteins are encoded by transcripts that are transcriptionally repressed by BER intermediate accumulation.

### The DNA damage-specific response to BER intermediates is largely ESR independent

The current model of DNA damage-induced transcriptional response in yeast suggests that DNA damage signals for the modulation of three groups of genes; (i) the activation or repression of a battery of ∼900 genes classified as the environmental stress response (ESR), (ii) the modulation of ∼50 cell cycle associated genes, and (iii) the modulation of 9 genes termed the “DNA damage signature” [18]. We set out to determine whether or not the transcriptional networks that were activated by the accumulation of BER intermediates were largely comprised of the ESR, as would be predicted by the current model. The statistical enrichment of ESR genes was calculated for each of the subnetworks, as well as for the entire list of 633 ORFs modulated by BER intermediate accumulation (see Materials and Methods) (Fig. 5 A–E). Surprisingly, the enrichment of the ESR in the set of 633 ORFs was not statistically significant (P = 0.12). Furthermore, only one of the five subnetworks was significantly enriched for genes that belong to the ESR (Fig. 5 C). 

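Genes induced in the environmental stress response lay on different sides of wild type in different strains. In WT/p*MAG*, 12 of the 61 measured genes of a partial list were higher and 2 lower at the thresholds of the methods. Adjusted over the list alone, 2 rose, *HSP26* (adjusted p = 0.00872) and *HXT5*, a glucose transporter gene of slow-growing cells, which rose by 0.87 (standard error 0.20, n = 3, adjusted p = 0.0148). *YRO2*, a plasma membrane protein gene, and *SSA3*, an Hsp70 gene, had differences of 3.29 (standard error 0.92) and 1.62 (standard error 0.47) without passing. The median of the list was 0.25 in WT/p*MAG* (camera adjusted p = 0.00219, adjusted p = 0.867 with an estimated correlation), −0.23 in Δ*apn1* (adjusted p = 0.00216, adjusted p = 0.867 with an estimated correlation), −0.27 in Δ*apn1*/p*APN1* (adjusted p = 0.0011, adjusted p = 0.851 with an estimated correlation) and −0.22 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.00603, adjusted p = 0.871 with an estimated correlation). It was −0.11 in Δ*apn1*/p*MAG* (adjusted p = 0.203). *HSP12*, a small membrane-binding stress protein gene, had −1.71 in Δ*apn1* (standard error 0.95) and −2.52 in Δ*apn1*/p*APN1* (standard error 0.95), and neither passed.

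Single arrays decided each of these shifts. They were lost in WT/p*MAG* without its replicate 3 (adjusted p = 0.208), in Δ*apn1*, Δ*apn1*/p*APN1* and Δ*apn1*/p*MAG*/p*APN1* without replicate 1 of wild type (adjusted p = 0.547, 0.178 and 0.45), in Δ*apn1* without its replicate 1 (adjusted p = 0.52), and in Δ*apn1*/p*MAG*/p*APN1* without its replicate 1 or 3 (adjusted p = 0.8 and 0.812). In WT/p*MAG* the median was 0.36 in the high batch (adjusted p = 4.45e-05) and −0.09 between the single arrays of the low batch. In Δ*apn1* it was 0.05 in the high batch (adjusted p = 0.342) and −0.70 between the single arrays of the low batch. The batch as a block gave an adjusted p of 0.0298 in Δ*apn1*/p*APN1* and 0.0766 in Δ*apn1*/p*MAG*/p*APN1*. The list was recalled from published work and holds part of the response, so the enrichment of the 633 ORFs was not computed.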

The third subnetwork is highly enriched for proteins that are involved in ribosome biogenesis; note that a classic hallmark of the ESR is that ribosomal protein genes are repressed (Fig. 5C) [18]. 

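Cytosolic ribosomal protein genes lay lower in WT/p*MAG*, with 73 of 80 below 0 and a median log2 difference of −0.28 (camera adjusted p = 6.79e-07, adjusted p = 0.67 with an estimated correlation). None of the 80 passed the adjusted test, over all probe sets or adjusted over the list alone. The largest differences were those of *RPS29A* (−2.28, standard error 0.56, n = 3) and *RPL22A* (−1.33, standard error 0.42), a small and a large subunit protein gene, while *RPL15B* had 0.58 (standard error 0.26). The median was −0.37 in the high batch (adjusted p = 3.91e-13) and −0.09 between the single arrays of the low batch. In Δ*apn1*/p*MAG*/p*APN1* it was −0.20 (adjusted p = 7.09e-06, adjusted p = 0.714 with an estimated correlation), with *RPS26B* at −0.80 (standard error 0.24). There it was −0.14 with the batch as a block (adjusted p = 0.0118), 0.07 against the 1 wild type array of the low batch and 0.04 without replicate 2 of the strain (adjusted p = 0.915). The medians were 0.03 in Δ*apn1* (adjusted p = 0.769), −0.02 in Δ*apn1*/p*MAG* (adjusted p = 0.407) and −0.05 in Δ*apn1*/p*APN1* (adjusted p = 0.146).

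Genes for ribosome biogenesis factors, which assemble the subunits, had a median of −0.03 over 96 genes in WT/p*MAG* (adjusted p = 0.549), and the nucleolar protein gene *NOP56* had −2.08 (standard error 0.61). It was 0.18 in Δ*apn1*/p*MAG*, with 76 genes above 0 (adjusted p = 0.00336, adjusted p = 0.871 with an estimated correlation), and 0.16 in Δ*apn1*/p*MAG*/p*APN1*, with 75 above 0 (adjusted p = 0.0314, adjusted p = 0.94 with an estimated correlation). The large subunit assembly gene *RLP7* had differences of 1.24 and 1.23 in these strains (standard error 0.44), and *NOP12* had 0.48 in Δ*apn1*/p*MAG*. None passed over the list alone. The shifts were not past the threshold with the batch as a block (adjusted p = 0.182, and 0.442 with a median of −0.03), without replicate 2 of Δ*apn1*/p*MAG* (median −0.04, adjusted p = 0.632), without replicate 1 or 3 of Δ*apn1*/p*MAG*/p*APN1* (medians 0.01 and 0.13, adjusted p = 0.693 and 0.252), or without replicate 2 of wild type (adjusted p = 0.318 and 0.657).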

All of the other subnetworks that were activated by the accumulation of BER intermediates were statistically ESR-independent.

It should be mentioned that contained within these BER intermediate modulated transcriptional networks are a few members of the “DNA damage signature” and transcripts that encode members of the cell-cycle related genes. Specifically, the fifth subnetwork that is enriched for DNA replication/metabolism integrates two members of the yeast “DNA damage signature,” namely the ribonucleotide reductases Rnr2 and Rnr4. 

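Both small subunit genes of ribonucleotide reductase, the enzyme that makes deoxyribonucleotides, had higher mean signals in every strain than in wild type. *RNR2* read 6.81 ± 0.04 (SD, n = 3) in wild type, 7.59 ± 0.61 in WT/p*MAG*, 7.15 ± 0.15 in Δ*apn1*, 7.99 ± 0.53 in Δ*apn1*/p*MAG*, 7.71 ± 0.28 in Δ*apn1*/p*APN1* and 7.61 ± 0.25 in Δ*apn1*/p*MAG*/p*APN1*. In all 5 strains its 3 arrays lay above the 3 wild type arrays. A lack of overlap, on either side, has a 10% chance for each comparison, and the wild type arrays are shared. The log2 difference was 1.17 in Δ*apn1*/p*MAG* (standard error 0.28, adjusted p = 0.184 from limma; 0.87 without its replicate 1, the array with poor RNA) and 0.33 in Δ*apn1*. It was 0.78 in WT/p*MAG* (adjusted p = 0.341), 0.90 in Δ*apn1*/p*APN1* (adjusted p = 0.488) and 0.79 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.509), and with the batch as a block it was 1.31, 1.17 and 1.06 in Δ*apn1*/p*MAG*, Δ*apn1*/p*APN1* and Δ*apn1*/p*MAG*/p*APN1*.

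*RNR4* read 6.47 ± 0.14 in wild type and 7.32 ± 0.15 in WT/p*MAG*, a difference of 0.85 (standard error 0.28, adjusted p = 0.298). The difference was 0.78 in Δ*apn1*/p*MAG* (adjusted p = 0.605), 0.75 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.574), 0.31 in Δ*apn1*/p*APN1* (adjusted p = 0.887) and 0.15 in Δ*apn1*. It was, with the batch as a block, 0.68, 0.56 and 0.13 in the first 3 of these. The first 2 values each include a doubted array, replicate 1 of the strain. Without that array the *RNR4* difference was 1.15 in Δ*apn1*/p*MAG* and 0.44 in Δ*apn1*/p*MAG*/p*APN1*. The mean p*MAG* effect over the 3 backgrounds was 0.50 for *RNR2* (adjusted p = 0.149) and 0.64 for *RNR4* (adjusted p = 0.0707), so neither passed over all probe sets.

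**Figure D3:**
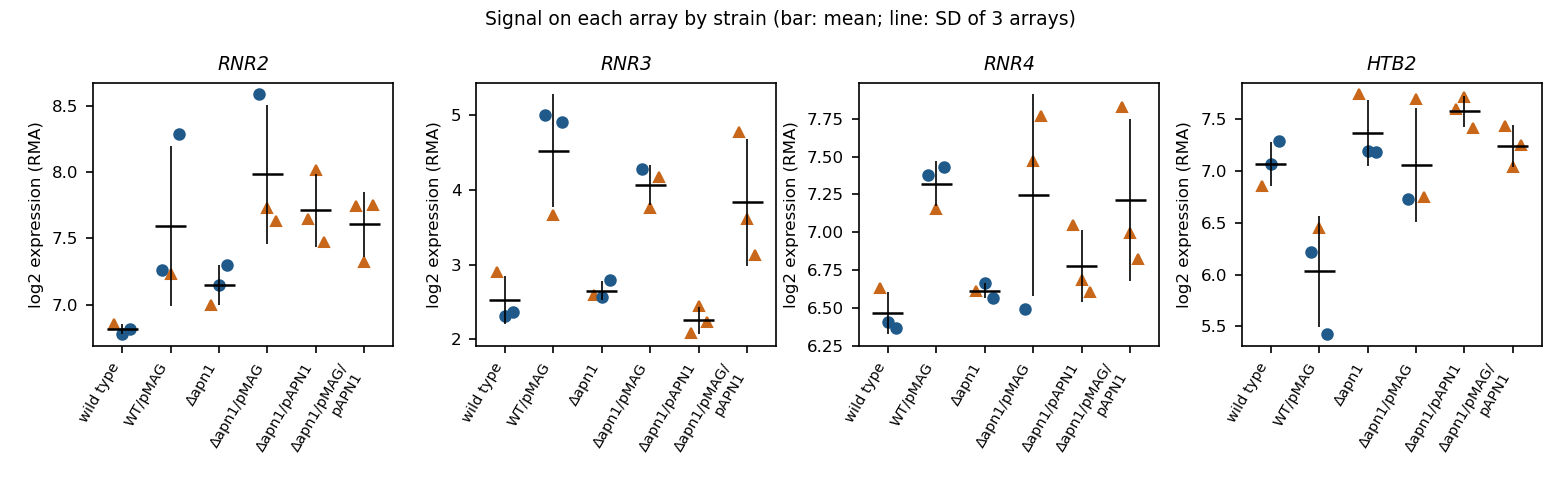
Log2 signal (vertical axis) of *RNR2*, *RNR3*, *RNR4* and *HTB2* on each of the 18 arrays by strain (horizontal axis); circles are arrays of the high batch, triangles arrays of the low batch, bars the mean and lines the SD of n = 3. *RNR2* lies at 6.81 on average in wild type and at 7.15 to 7.99 in the other strains.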

The third subnetwork that is enriched for chromatin assembly/disassembly-related proteins contains two cell-cycle related transcripts that encode histones, Htb1 and Htb2, found previously to be repressed by MMS and IR [18].

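The histone genes had their lowest signals in WT/p*MAG*. *HTB1* and *HTB2* encode near-identical copies of histone H2B, made in S phase. *HTB2* read 7.07 ± 0.22 (SD, n = 3) in wild type and 6.03 ± 0.54 in WT/p*MAG*, a log2 difference of −1.04 (standard error 0.28, adjusted p = 0.185 from limma). *HTB1* read 7.94 ± 0.19 and 7.23 ± 0.35, a difference of −0.71 (standard error 0.23, adjusted p = 0.286). Neither passed over all probe sets, and both fell when adjusted over the list alone, a list of these 2 genes (adjusted p = 0.00423 and adjusted p = 0.0079). For both genes the 3 WT/p*MAG* arrays lay below the 3 wild type arrays. A lack of overlap, on either side, has a 10% chance for each gene. In the strains with the *apn1* null allele, *HTB2* differed from wild type by 0.30 in Δ*apn1*, −0.01 in Δ*apn1*/p*MAG*, 0.51 in Δ*apn1*/p*APN1* and 0.17 in Δ*apn1*/p*MAG*/p*APN1*, and *HTB1* by 0.02, −0.12, 0.01 and −0.33, none past the adjusted test. The difference of the p*MAG* effect between wild type and Δ*apn1* had a median of −0.65 over the 2 genes (camera adjusted p = 0.0553). The mean p*MAG* effect over the 3 backgrounds was −0.39 for *HTB1* (adjusted p = 0.17).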

Our network findings suggest that the current model of DNA damage-induced transcriptional activation in yeast should be expanded in a few ways (Fig. 6). 

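Genes for cytosolic heat shock chaperones lay lower in Δ*apn1*, though none of the 23 was higher or lower in any strain when adjusted over the list alone. Their median log2 difference was −0.34 in Δ*apn1* (camera adjusted p = 1.17e-05, adjusted p = 0.325 with an estimated correlation), with the Hsp90 gene *HSC82* at −0.60 (standard error 0.25, n = 3) and the Hsp110 gene *SSE1* at −0.53 (standard error 0.25), and 0.26 in WT/p*MAG* (adjusted p = 0.209), with the Hsp90 co-chaperone gene *CPR6* at 1.15 (standard error 0.33). The shift in Δ*apn1* was −0.11 in the high batch (adjusted p = 0.0708) and −0.67 between the single arrays of the low batch, and was lost without replicate 1 of wild type (adjusted p = 0.283). Of 21 genes of the oxidative stress response, the thiol peroxidase gene *AHP1* was the 1 that rose over the list alone, by 1.36 in WT/p*MAG* (standard error 0.30, adjusted p = 0.00863) and by 1.16 in Δ*apn1*/p*MAG* (standard error 0.30, adjusted p = 0.0318). The median of that list was 0.23 in Δ*apn1*/p*MAG* (adjusted p = 0.0132, adjusted p = 0.467 with an estimated correlation, 0.182 and 0.113 without its replicates 1 and 3, and 0.108 without replicate 2 of wild type), with 0.39 from its 1 array of the high batch, −0.05 against the 1 wild type array of the low batch and 0.12 with the batch as a block (adjusted p = 0.0456). The glutaredoxin gene *GRX1* had −0.79 in Δ*apn1*/p*APN1*, and *STF2*, which encodes a stabilizer of the mitochondrial ATPase, had −1.93 in Δ*apn1*/p*MAG*/p*APN1*, neither past the test.

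Among the genes induced in the environmental stress response, the effect of p*MAG* differed between wild type and Δ*apn1* by a median of 0.22 (camera adjusted p = 0.0108, adjusted p = 0.0664 with the batch as a block), and with an estimated correlation the adjusted p was at least 0.534. The mean p*MAG* effect on the heat shock chaperone list was 0.41 (adjusted p = 0.00175, adjusted p = 0.324 with an estimated correlation).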

First, our results show that DNA damage in the form of repair intermediates is insufficient to activate the bulk of the environmental stress response. Second, only a subset of the MMS and IR “DNA damage signature” is activated by the accumulation of repair intermediates. 

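The targets of the DNA damage checkpoint rose with p*MAG*, led by a few genes. Of 19 measured targets, 4 were higher and none lower in WT/p*MAG* when adjusted over the list alone, namely *HUG1*, *RNR3* (2.00, standard error 0.38, n = 3, adjusted p = 8.29e-04), the mitochondrial outer membrane protein gene *FMP52* (0.68, standard error 0.15, adjusted p = 0.00232) and *RNR4* (adjusted p = 0.0421). For Δ*apn1*/p*MAG* 4 were higher, *HUG1* (4.97, standard error 0.73), *RNR2*, *RNR3* (1.54) and *FMP52* (0.55), and in Δ*apn1*/p*MAG*/p*APN1* 3 were, *FMP52* (0.70), *HUG1* (3.33) and *RNR3* (1.30). Without replicate 1 of the latter strain, the array with low *APN1*, *HUG1* was at 2.18 (adjusted p = 0.00891 over the list alone), *FMP52* at 0.65 (adjusted p = 0.0162 over the list alone) and *RNR3* at 0.84, which no longer passed (adjusted p = 0.158 over the list alone). Without replicate 1 of Δ*apn1*/p*MAG*, the array with poor RNA, *RNR4* (1.15, adjusted p = 0.00248 over the list alone) and *RNR1* (2.00, adjusted p = 0.0342 over the list alone) also passed in that strain. In Δ*apn1* and Δ*apn1*/p*APN1* no target was higher over the list alone. The median of the targets was 0.30 in WT/p*MAG* with 17 above 0 (camera adjusted p = 6.49e-06, adjusted p = 0.0402 with an estimated correlation), 0.25 in Δ*apn1*/p*MAG* with 17 above 0 (adjusted p = 8.22e-06, adjusted p = 0.0402 with an estimated correlation) and 0.24 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 4.61e-04, adjusted p = 0.105 with an estimated correlation). It was 0.00 in Δ*apn1* (adjusted p = 0.939) and 0.07 in Δ*apn1*/p*APN1* (adjusted p = 0.747). In WT/p*MAG* it was 0.33 in the high batch (adjusted p = 4.08e-06) and 0.20 between the single arrays of the low batch. With the batch as a block the adjusted p was 1.64e-05, 6.13e-06 and 2.16e-05 in the 3 strains with p*MAG*. As the mean p*MAG* effect over 3 backgrounds the median was 0.25 (adjusted p = 1.63e-07, adjusted p = 0.0053 with an estimated correlation).

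The 9 genes of the DNA damage signature were recalled from published work, and 8 were measured. Of these, 3 in WT/p*MAG* were higher over the list alone, *FMP52*, *RNR4* and *RNR2*, and the recombination gene *RAD54* had 0.33 (standard error 0.15) without passing. The same number was higher in Δ*apn1*/p*MAG*, in Δ*apn1*/p*MAG*/p*APN1* 1 was, and in Δ*apn1*/p*APN1* 1 was, *RNR2*. The median was 0.24 in WT/p*MAG* (adjusted p = 0.00142, adjusted p = 0.17 with an estimated correlation), 0.32 in Δ*apn1*/p*MAG* (adjusted p = 1.00e-04, adjusted p = 0.105 with an estimated correlation) and 0.36 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 2.35e-04, adjusted p = 0.105 with an estimated correlation), against 0.03 in Δ*apn1* (adjusted p = 0.747) and 0.08 in Δ*apn1*/p*APN1* (adjusted p = 0.339). With the batch as a block the adjusted p was 0.00209, 8.22e-05 and 2.16e-05 in the first 3 strains, and in the high batch the WT/p*MAG* median was 0.37 (adjusted p = 0.0105). The checkpoint kinase gene *DUN1* had 0.31 in Δ*apn1*/p*MAG*/p*APN1*, and the exonuclease gene *DIN7* had −0.22 in Δ*apn1*, neither past the test.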

As the DNA damage-specific response to BER intermediates is largely ESR independent, these data suggest that a branch point in the current model of DNA damage-induced transcriptional signaling exists (Fig. 6). Specifically, we find transcripts that encode proteins involved in protein-mitochondial targeting, chromatin assembly/disassembly, DNA replication/metabolism and energy pathways, are members of the DNA damage activated gene set.

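The effect of p*MAG* averaged over its 3 backgrounds was lower for mitochondrial import genes, with a median of −0.13 on the log2 scale over 42 genes (camera adjusted p = 1.35e-05, adjusted p = 0.16 with an estimated correlation). Mitochondrial ribosomal protein genes had −0.16 (adjusted p = 1.69e-08, adjusted p = 0.164 with an estimated correlation), and genes of oxidative phosphorylation −0.19 (adjusted p = 3.75e-05, adjusted p = 0.17 with an estimated correlation). In each of these lists except that of oxidative phosphorylation, 1 gene was lower at an adjusted p under 0.05 over all 6504 probe sets. The histone genes *HTB1* and *HTB2* had a median of −0.48 (adjusted p = 0.00871, adjusted p = 0.164 with an estimated correlation). For the 46 DNA replication genes it was 0.08 (adjusted p = 0.0533), for the 17 genes of the tricarboxylic acid cycle −0.02 (adjusted p = 0.288) and for the 25 genes of glycolysis and fermentation 0.15 (adjusted p = 0.206). The clamp loader gene *RFC2* had −0.50 (standard error 0.18, n = 3) in WT/p*MAG* and −0.45 in Δ*apn1*/p*MAG* against wild type, and the succinate dehydrogenase gene *SDH4* had −0.62 (standard error 0.19) in WT/p*MAG*, none past the adjusted test.

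The effect of p*MAG* was more negative in wild type than in Δ*apn1* for the mitochondrial import list by a median of −0.39 (adjusted p = 4.76e-05; 2.37e-04 with the batch as a block) and for the oxidative phosphorylation list by −0.28 (adjusted p = 0.0103; 0.00235 with the block). With an estimated correlation neither passed (adjusted p = 0.534 for the import list). For DNA replication genes the difference was −0.10 (adjusted p = 0.103).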

**Figure 6:**
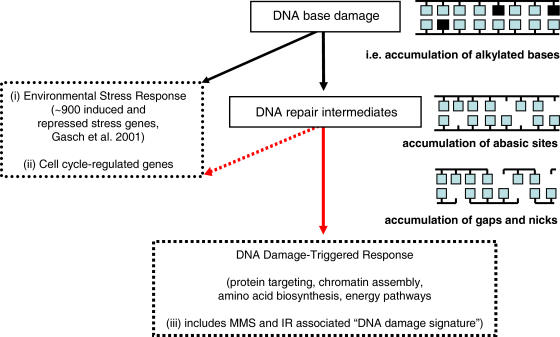
Diagram of a DNA damage-triggered transcriptional response in *S. cerevisiae*. DNA base damage (e.g. alkylated bases induced by endogenous or exogenous agents) is processed by repair machinery resulting in repair intermediates (e.g. abasic sites, gaps and nicks). DNA damage signals for the transcriptional modulation of (i) the induction or repression of the ∼900 genes belonging to the environmental stress response (ESR), and (ii) ∼50 cell cycle regulated genes, and (iii) DNA damage-triggered networks that include the MMS and IR DNA damage signature. Novel branch points in the DNA damage-triggered ESR independent transcriptional response are shown in red.

## Discussion

In this study we set out to identify the transcriptional response in yeast that is specifically caused by damage to DNA and not to other cellular molecules. As an alternative to introducing damage with reactive electrophilic agents (e.g. an alkylating agent), we generated DNA damage by imbalancing the base excision repair (BER) pathway such that abasic sites or gaps and nicks accumulate in the genome during the process of repairing endogenous DNA damage. Five yeast strains with altered expression levels of Apn1 and Mag were analyzed for the persistence of AP sites. Mag expression in the wild type host increased the steady-state level of genomic AP sites by ∼2.5 fold. As expected, when Mag was expressed in the Δ*apn1* strain, AP sites were further elevated to ∼5-fold that in wild type, whereas coexpression of Apn1 with Mag in the Δ*apn1* strain resulted in a dramatic decrease in the steady state level of AP sites. These results complement our findings for single base substitution mutation rates in the same strains of yeast where an increase in Mag: Apn1 ratio leads to the generation of a strong mutator phenotype in yeast [12]. It was found that spontaneous mutations were increased several hundred fold when Mag expression was relatively high and Apn1 relatively low [12], [15]. Intriguingly, while Mag expression in AP endonuclease-deficient yeast led to a nearly 300-fold increase in spontaneous mutation rate, here we observed only a 5-fold increase in steady state levels of AP sites. However, unlike the current experiments with logarithmically growing cells, spontaneous mutation rates were determined in stationary phase cells over a period of 14 days [12], [15]. Since stationary phase yeast cells are known to exhibit significantly higher levels of oxidant production [19], the difference in experimental conditions might account for this apparent divergence. Indeed, when AP sites were measured in 7 day old stationary phase cells, a further >10-fold increase in AP sites was detected in wild type and Mag expressing strains (data not shown). We further examined the BER modulated yeast strains for another type of spontaneous-induced damage, that of frame shift mutations. Similar to our results with spontaneous base substitution rates [12], [15], we find that Apn1 expression does not affect frame shift mutation rates. Mag expression, however, caused a dramatic increase in frame shift mutation rate when compared to the Apn1-deficient strain.

To determine the impact of the accumulation of DNA repair intermediates on gene expression, the five yeast strains with altered expression of BER repair enzymes were analyzed for differential gene expression. A total of 633 ORFs were identified with statistically significant changes in at least one condition compared to wild type yeast. The extent of change across the yeast genome in response to modulated BER expression was quite varied across the five experiments, with yeast expressing Mag (WT/p*MAG*) showing the most transcriptional change. It is noteworthy that even without exposure to any exogenous DNA damaging agents there is considerable gene expression change.

The genome-wide impact of the accumulation of DNA repair intermediates was compared to our previous results of gene expression changes in yeast upon exposure to an alkylating agent, namely methyl methanesulfonate (MMS) [1]. It was a surprise to find the expression patterns of the five yeast strains with modulated levels of BER were strikingly different from the expression patterns of yeast exposed to MMS. These differences in the expression patterns of the BER modulated yeast strains and yeast exposed to MMS may, in part, represent the difference between responses to an acute influx of damage, as for MMS, rather than a chronic exposure to damage, as would be generated by BER modulation.

To classify the biological processes and pathways that were affected by BER intermediate accumulation, the gene products of the transcripts that were modulated by BER intermediates, were overlayed on a functional yeast network [17]. A large interacting networks of proteins was identified that contained five transcriptionally enriched subnetworks. These subnetworks are encoded entirely by genes that are transcriptionally modulated by BER intermediate accumulation. These subnetworks are enriched for numerous biological processes including: protein biosynthesis, protein-mitochondrial targeting, energy pathways, chromatin assembly/disassembly, amino acid biosynthesis and DNA replication/metabolism. Three of these biological processes that are modulated by BER intermediate accumulation are transcriptionally activated; these are amino acid biosynthesis, DNA replication/metabolism, and energy pathways. The protein biosynthesis and protein-mitochondrial targeting processes are down regulated by BER intermediate accumulation.

The panel of biological processes that in this study are modulated by BER intermediate accumulation is strikingly absent of a number of cellular processes previously shown to be modulated in yeast exposed to the alkylating agent MMS [1], [2]. Notably missing from the list of biological processes modulated by endogenous DNA damage are (i) the 26S proteasome, (ii) lipid metabolism machinery, and (iii) RNA processing machinery. That these processes are modulated when yeast strains are exposed to exogenously generated alkylation damage likely represents the non-specific nature of the damage (e.g. damage to proteins, lipids and RNA) induced by alkylating agents.

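Of 36 proteasome genes, none was higher or lower in any strain when adjusted over the list alone. Their median log2 difference was −0.04 in WT/p*MAG* (camera adjusted p = 0.356), 0.08 in Δ*apn1*/p*MAG* (adjusted p = 0.702), 0.04 in Δ*apn1*/p*APN1* (adjusted p = 0.616) and 0.01 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.631). In Δ*apn1* it was −0.10 with 30 genes below 0 (adjusted p = 0.00149, adjusted p = 0.657 with an estimated correlation), and the subunit gene *PRE1* had −0.82 (standard error 0.40, n = 3). That shift was lost without replicate 2 of Δ*apn1* (adjusted p = 0.299) or replicate 1 of wild type (adjusted p = 0.1), and was −0.14 in the high batch (adjusted p = 2.93e-04) and −0.02 between the single arrays of the low batch. With the batch as a block the median was −0.16 in both p*APN1* strains (adjusted p = 0.00303 and 0.0036). *RPN4*, the transcription factor of proteasome genes, had 0.89 in Δ*apn1*/p*MAG* and 0.85 in Δ*apn1*/p*MAG*/p*APN1* (standard error 0.31), not past the test.

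Of 48 genes of lipid and sterol synthesis, 2 were lower and none higher in WT/p*MAG* when adjusted over the list alone. *CHO1*, the phosphatidylserine synthase gene, fell by 1.29 (standard error 0.24, adjusted p = 0.00405), and *PHS1*, a dehydratase gene of very long chain fatty acid synthesis, fell by 2.62 (standard error 0.69, adjusted p = 0.0426). The median was −0.20 in WT/p*MAG* (adjusted p = 0.00297, adjusted p = 0.475 with an estimated correlation) and −0.13 in Δ*apn1*/p*MAG* (adjusted p = 0.04, adjusted p = 0.67 with an estimated correlation, 0.433 and 0.178 without its replicates 1 and 3, 0.143 without replicate 1 of wild type, and above 0.05 without wild type replicate 3). The WT/p*MAG* median was −0.23 in the high batch (adjusted p = 0.12) and −0.31 between the single arrays of the low batch, and with the batch as a block the adjusted p was 0.00369 in WT/p*MAG* and 0.0124 in Δ*apn1*/p*MAG*. The other medians were 0.04 in Δ*apn1* (adjusted p = 0.822), 0.12 in Δ*apn1*/p*APN1* (adjusted p = 0.29) and 0.02 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.796), where the ergosterol synthesis gene *ERG5* had 1.41 (standard error 0.37).

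Of 61 mRNA processing genes, none was higher or lower in any strain when adjusted over the list alone, and the median was −0.01 in WT/p*MAG* (adjusted p = 0.935), 0.01 in Δ*apn1* (adjusted p = 0.706), 0.06 in Δ*apn1*/p*MAG* (adjusted p = 0.407), 0.06 in Δ*apn1*/p*APN1* (adjusted p = 0.952) and 0.03 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.896). The splicing factor gene *PRP19* had −0.90 (standard error 0.28) in WT/p*MAG*, and the poly(A) polymerase gene *PAP1* had 0.69 and 0.76 (standard error 0.20) in Δ*apn1*/p*MAG* and Δ*apn1*/p*APN1*, none past the test.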

To date, the proposed model of DNA damage-induced transcriptional response in yeast suggests that DNA damage signals for the modulation of ∼900 genes classified as the environmental stress response (ESR), but also the modulation of ∼50 cell cycle associated genes, and 9 genes termed the “DNA damage signature” [18]. In addition to their response to DNA damaging agents, the ESR genes in yeast are also responsive to a host of changes in environmental conditions [3]. We set out to determine whether or not the transcriptional networks that were activated by the accumulation of BER intermediates were largely comprised of the ESR, as would be predicted by the current model of DNA damage-induced transcriptional response. The statistical enrichment of ESR genes was calculated for each of the subnetworks, as well as for the entire list of ORFs modulated by BER intermediate accumulation in the yeast strains. Surprisingly, the enrichment of the ESR in the set of 633 ORFs was not statistically significant. Furthermore, only one of the five subnetworks was significantly enriched for genes that belong to the ESR. All of the other subnetworks that were activated by the accumulation of BER intermediates were statistically ESR-independent.

### Conclusions

Our results show that imbalancing the BER pathway leads to an accumulation of repair intermediates, such as AP sites, and stimulates the induction of frame shift mutations. Furthermore, we show that the induction of DNA repair intermediates, even in the absence of an exogenous damaging agent, causes a profound change in gene expression *S. cerevisiae*. This DNA damage-specific expression pattern of ∼600 ORFs varies markedly from the expression pattern produced by exogenous exposure to the alkyating agent MMS. The biological processes modulated by the presence of DNA repair intermediates include protein synthesis, protein targeting, amino acid biosynthesis, and chromatin assembly. Notably lacking from the biological processes modulated by DNA repair intermediates is that of the protein degradation machinery (e.g. 26S proteasome) which is robustly induced upon exposure to exogenous DNA damaging agents; this suggests that the trigger for upregulating the proteasome emanates from damaged molecules other than DNA, most likely from damaged proteins. The DNA damage-triggered transcripts encode molecular networks that are comprised of proteins involved, not surprisingly, in DNA replication/metabolism, but also in numerous other biological processes but that the triggered responses is largely ESR-independent. As the DNA damage-specific response to BER intermediates is largely ESR independent, these data suggest that a branch point in the current model of DNA damage-induced transcriptional signaling exists. This study highlights that DNA damage, specifically, is the trigger for the modulation of transcripts that encode proteins with broad biological functions.

## Materials and Methods

### Strains and plasmids

Table 1 lists the strains used in this study. All strains, plasmids and cell growth conditions were as previously described [12]. Briefly, strains were grown from overnights in SD-*ura*+GAL media at 30°C with constant shaking until cell density of 10^7^ cells/ml. They were then pelleted by centrifugation, quick-frozen using a dry ice/ethanol bath, and stored at −80°C for use in the assays described below. All experiments were performed in biological triplicate.

### Isolation of DNA

DNA was extracted by a procedure slightly modified from the method reported previously [20]. To minimize formation of oxidative artifacts during isolation, 2,2,6,6-tetramethylpiperidinoxyl (TEMPO, 20 mM final concentration) was added to all solutions and all procedures were performed on ice. Briefly, frozen cells were thawed and homogenized in PBS with a Tehran homogenizer (Wheaton Instruments, Millville, NJ). After centrifugation at 2,000×g for 10 min, the nuclear pellets were incubated in lysis buffer (Applied Biosystems) overnight at 4°C with proteinase K (500 mg/ml; Applied Biosystems). DNA was then extracted twice with a mixture of phenol/chloroform/water followed by ethanol precipitation. The extracted DNA was incubated in PBS (pH 7.4) with RNase A followed by DNA precipitation with cold ethanol. Then, the DNA pellet was resuspended in sterilized distilled water. The DNA solution was stored at −80°C until assayed.

### Abasic sites

Abasic (AP) sites were measured based on a procedure reported by Nakamura and Swenberg [21]. Briefly, 8 µg of DNA in 150 µl of phosphate-buffered saline was incubated with 1 mM aldehyde reactive probe at 37°C for 10 min. After precipitation using cold ethanol, DNA was suspended in TE buffer. DNA (250 ng) in TE buffer was heat-denatured and loaded on a nitrocellulose membrane (110 ng DNA/slot, Hybond-C Super, Amersham Pharmacia Biotech) and soaked with 5× SSC then baked in a vacuum oven for 30 min. The membrane was preincubated with 10 ml of Tris-HCl containing bovine serum albumin for 15 min and then incubated in the same solution containing streptavidin-conjugated horseradish peroxidase at room temperature for 45 min. After rinsing the nitrocellulose membrane, the enzymatic activity on the membrane was visualized by enhanced chemiluminescence reagents. The nitrocellulose filter was exposed to x-ray film, and the developed film was analyzed using a Kodak Image Station 440. Quantitation was based on comparisons to internal standard DNA containing a known amount of AP sites.

### Fluctuation Analysis of Frameshift Mutations

The plasmids used in the study were described previously [12]. Lithium acetate method (Geitz kit, Genomics One International Inc. Buffalo, NY) was used to introduce YEpAPN1, pYES2.0, and pYES-MAG plasmids into isogenic haploid *apn1* null E133 and E134 yeast strains [22]. The lys2:*InsE* inserts inactivate the *LYS2* gene with 12 and 14 nucleotide runs of A, respectively, resulting in a Lys^−^ phenotype. E133 reverts to Lys^+^ solely by a +1 frameshift, whereas E134 reverts by a −1 frameshift mutation. *S. cerevisiae* 3MeA DNA glycosylase (MAG) was expressed in yeast when galactose, at final concentration of 2%, was added to SC drop-out media lacking uracil (Q-BioGene, Carlsbad, CA). The *S. cerevisiae* AP endonuclease 1 (APN1) was expressed from the YEpAPN1 plasmid maintained in culture by excluding leucine from the SC drop-out media. Transformant cultures were grown overnight in 2% synthetic glucose media without uracil for pYES2.0 and pYES-MAG or without uracil and leucine when YEpAPN1 was additionally included in combination with the above plasmids. When cultures reached saturation, they were diluted to a density of ∼4,000 cells/ml in 2% galactose SC media and divided into ten parallel 10 ml cultures. After incubation at 30°C for ∼4 days, cells were harvested, washed, and resuspended in 1 ml water. Dilutions were spread on SC–uracil or SC–uracil–leucine plates, respectively, to determine the average number of cells per culture for three randomly chosen samples per each condition. Duplicates of 0.1 ml aliquots of each culture were spread on SC +galactose plates lacking lysine to select for Lys^+^ revertants. After ∼4–5 day incubation at 30°C, colonies were counted. The median number of revertants per 10^8 ^cells was obtained and is expressed as mean±standard deviation from at least 3 independent experiments.

### RNA extraction and Microarray Analysis

Total RNA was isolated using hot phenol extraction and hybridized to Affymetrix® (Santa Clara, CA) Yeast Genome S98 arrays in biological triplicate. RNA clean-up, cRNA labeling and fragmentation, array hybridization and staining were done as described in the Affymetrix® eukaryotic labeling protocol (Santa Clara, CA). Processed microarrays were scanned and raw image intensity data files were processed and normalized using robust multi-array average (RMA) software [23]. Statistical significance of expression was determined for each gene using triplicate arrays for each experimental group of BER relative to the wild type strain (ANOVA, p<0.05; Fold change ≥1.5, ≤−1.5). All microarray data have been submitted to the Gene Expression Omnibus, accession number GSE9295 (www.ncbi.nlm.nih.gov/geo/).

### Network Analysis, Gene Ontology and ESR Enrichment

Network analysis was carried out using the Cytoscape software [24]. Transcriptionally modulated ORFs were linked into the large-scale probabilistic network [17]. Statistical evaluation of co-regulated interacting groups of genes was carried out through Gene Ontology Enrichment Analysis within the Functional Specification Database [25]. To classify transcripts as activated or repressed across the BER experiments a mean expression value was calculated and queried for Gene Ontology enrichment as above. Co-regulated yeast ORFs were classified according to the Gene Ontology Biological Process and the hypergeometric distribution used to assess enrichment of a particular gene category. Statistical significance of enrichment of environmental stress genes was calculated through the Fisher's Exact Test.

## Supporting Information

Figure S1 BER modulated transcriptional networks in *S. cerevisiae*. A) The transcripts modulated under BER intermediate accumulation were integrated with their gene products and overlayed on all known protein-protein interactions in yeast (4,681 nodes and 34,000 edges). Of the BER modulated ORFs, 501 ORFs were identified in the database of known protein-protein interactions in the large interacting network (indicated in red). B) Analysis requiring that all interacting nodes are transcriptionally modulated by BER intermediate accumulation results in the identification of five subnetworks (1–5) significantly enriched for GO biological processes.
(7.69 MB EPS)

Dataset S1 List of 633 ORFs modulated by BER imbalance. ORFs modulated in at least one condition of base excision repair imbalance in yeast were identified using differential expression testing.
(0.21 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

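Gene expression was measured on 18 Affymetrix Yeast Genome S98 arrays, 3 per strain, for wild type carrying the empty galactose vector, WT/p*MAG*, Δ*apn1*, Δ*apn1*/p*MAG*, Δ*apn1*/p*APN1* and Δ*apn1*/p*MAG*/p*APN1*. The methods describe growth in galactose medium without uracil, which selects the vector that carries *MAG*, RNA extraction, 1 labelled sample per array, and processing of the scanned images with RMA. The deposited table holds 1 value per probe set and array on the log2 scale, normalized across arrays. The scanned images were not among the files, so the steps of RMA were not repeated. The descriptions of the Δ*apn1* arrays of replicates 2 and 3 carry other numbers after the gene's name, while their source and treatment labels name *apn1*, and they were taken as Δ*apn1*.

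Array medians lay between 1.63 and 1.72, and correlations between arrays between 0.913 and 0.992. The median residual SD was 0.241 and the prior SD 0.220, with 2.89 prior degrees of freedom.

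Calculations were made in R 4.3.3 with limma 3.58.1. Control probe sets (60), probe sets with several gene names (328) and those without a name in the annotation at hand (2443) were left out, which left 6504 probe sets for 5656 genes. lmFit and eBayes were run on all 18 arrays with 1 mean per strain, giving 12 residual degrees of freedom. Each of the 5 strains was set against wild type, the 6 strains were compared with limma's moderated F test, the effect of p*MAG* was taken as the mean of its 3 differences between strains that share no array, and its difference between wild type and Δ*apn1* was tested as an interaction. p was two-sided and adjusted by the Benjamini-Hochberg method over the probe sets of each comparison, with a threshold of 0.05. The paper's thresholds, an unadjusted p under 0.05 and a change of at least 1.5-fold in either direction, were applied beside it. The methods' ANOVA was run as the same comparisons with the residual variance of each probe set alone.

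The 34 gene lists were written before the arrays were available and after the paper and its Dataset S1 had been read, from general knowledge of yeast genes. Since Dataset S1 holds fold changes of these same arrays, the lists are not independent of the data. The list of the environmental stress response is partial, and that of the DNA damage signature was recalled from published work. Each list was tested with camera on the moderated t, with a preset correlation of 0.01 and 1 probe set per gene (the one with the highest mean), and adjusted over 170 tests. camera with an estimated correlation and fry were run beside it. The lists, apart from those given with the conclusions, covered strain and plasmid markers, base excision repair, glycerol metabolism, the galactose regulon, pyrimidine and purine synthesis, G1 and S phase, G2 and M phase, M and G1 phase with daughter cell separation, mating type a and alpha genes, phosphate starvation, the iron regulon, cell wall integrity and pleiotropic drug response. The histone list has only 2 genes with a usable probe set.

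Genes were named by a rule fixed with the lists. It takes the genes named in the paper, the markers of the strains and plasmids, per strain up to 10 genes with the largest rise and 10 with the largest fall at an adjusted p under 0.05 whose 3 arrays all lie on 1 side of wild type, filled from the paper's thresholds by p where fewer pass, and per list up to 4 members with the smallest p. Values of Dataset S1 had been seen when the rule was written. Genes of the mean p*MAG* effect were named from the smallest adjusted p, and those compared with MMS from the paper's table, after their values had been seen.

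Alternatives fixed with the rule were the methods' test, a fit of only the 2 groups compared, the replicate number as a block, quantile normalization again, centring of each array on its median, leaving out the dimmest probe sets (a share of 0.25), array weights, eBayes with trend and robust, all 9275 probe sets other than controls, leaving out each replicate in turn, the estimated correlation, and averaging all probe sets of a gene. An offset for values on a linear scale was not run because the values are on the log2 scale. The replicate numbers pair wild type with Δ*apn1* by the correlation of their deviations from the strain means, which was 0.372, 0.331 and 0.369 for numbers 1, 2 and 3. After the array batch was removed it was 0.0279, 0.183 and 0.293. For Δ*apn1*/p*MAG* they were −0.205, −0.162 and −0.0799, and after removal of the batch 0.559, 0.150 and 0.127, so whether its numbers pair depends on the batch. For Δ*apn1*/p*APN1* all 3 were negative before and of mixed sign after, and for the other 2 strains the signs were mixed both times.

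Chosen after the data had been seen were the array batch as a block, the arrays of either batch alone, the replicate block in a fit of wild type and Δ*apn1* only, and leaving out 2 doubted arrays. These were replicate 1 of Δ*apn1*/p*MAG*, with an *ACT1* 5′ signal 7.78 below its 3′ signal and an array weight of 0.32, and replicate 1 of Δ*apn1*/p*MAG*/p*APN1*, with low *APN1* and *LEU2*. camera on the mean p*MAG* effect and on the interaction was also chosen then, and so were regroupings of the arrays within the batches. The batch was first noticed by eye and then scored by the mean of 76 probe sets for small nuclear, nucleolar and ribosomal RNA, where the 2 batches differ by 0.492 in the mean. All 3 scores that were tried parted the arrays into the same 7 and 11. A rule on the largest gap would have set 1 array apart on the first 2 scores, so the final rule was chosen after the order of the arrays was seen. Between batches 315 probe sets were higher and 195 lower in the low batch at an adjusted p under 0.05, and 31 of these were probe sets for such RNA. The batches were cut from these same values by a rule that always gives 2 groups, so these counts describe the cut and do not test it.

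The scripts were tested on simulated data with the strains, array numbers and spread of the real arrays. Noise was drawn independently for each probe set and array, with no array batch, no pairing of replicates and no correlation between genes. In a comparison of WT/p*MAG* with wild type, 20 of 50 probe sets changed 1.5-fold were recovered at an adjusted p under 0.05, 33 of 50 changed 2-fold, 46 of 50 changed 4-fold and 50 of 50 changed 8-fold, with 10 of 6304 unchanged probe sets called. For the mean p*MAG* effect the numbers were 35, 46, 50 and 50, with 8 unchanged called. With no change at all, as simulated for Δ*apn1* against wild type, 0 of 6504 were called at the adjusted threshold and 128 at the paper's thresholds. Without batch or pairing in the simulation, 128 is not the count to expect from unchanged real arrays. A list of 37 genes shifted by −0.30 in Δ*apn1*/p*APN1* was recovered at −0.30 (camera adjusted p = 4.22e-07). In that strain and Δ*apn1*, 0 other lists were called. Since the simulated genes were not correlated, this does not test how often camera with the preset correlation calls lists falsely on the real arrays.

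Overlaps between the 5 comparisons were not counted because all share the wild type arrays. Enrichment of terms in the 633 ORFs and the subnetworks were not computed, since the copy of Dataset S1 holds 623 ORFs and the protein network was not among the files.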

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

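The 4 tests on the *MAG1* signal, the 3 on the low *APN1* array, the 2 on how many probe sets stay called with the batch as a block and the 3 regroupings within batches were chosen after the results were seen, and the tests on the direction of change by batch and on the other splits of the arrays were set before.

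Genes outside those discussed in the paper changed in WT/p*MAG*, each with all 3 arrays outside the range of the 3 wild type arrays. They were *HUG1* (log2 difference 4.70), *MAE1* (1.85), *YPS3* (1.57) and *SGA1* (0.95), which rose, and *ECM22* (−1.79) and *FMP42* (−1.61), which fell. Among the Δ*apn1*/p*MAG* results, by the same reading, *HUG1* (4.97) and *CHS1* (1.06) rose and *FLO11* (−1.52), *PRY3* (−1.06) and *QDR2* (−0.90) fell. The adjusted p lay between 0.0231 and 0.0472, and none of these genes is discussed in the paper. With 1 array left out, the count of probe sets past the adjusted threshold lay between 0 and 25 in WT/p*MAG* and between 0 and 9 in Δ*apn1*/p*MAG*. The methods' test gave 0 in both strains. Without replicate 1 of Δ*apn1*/p*MAG*, whose *ACT1* 5′ signal lay 7.78 below its 3′ signal, *HUG1* alone of these 5 passed in that strain (adjusted p = 0.0206), against adjusted p = 0.0612 for *CHS1* and *FLO11*, 0.0708 for *PRY3* and 0.0987 for *QDR2*.

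For 10 gene lists the effect of p*MAG* was past the adjusted threshold for a difference between wild type and Δ*apn1* with the preset correlation, and for none of them with an estimated correlation (adjusted p from 0.534 to 0.834). The paper reports no such difference. Values are the effect in wild type minus that in Δ*apn1*, as medians. Cytosolic ribosomal protein genes had −0.26 (camera adjusted p = 9.56e-04), mitochondrial ribosomal protein genes −0.33 (adjusted p = 7.90e-07), mitochondrial protein import −0.39 (adjusted p = 4.76e-05), oxidative phosphorylation −0.28 (adjusted p = 0.0103), ribosome biogenesis −0.24 (adjusted p = 0.015), the proteasome −0.25 (adjusted p = 0.00121) and mating type a specific genes −0.53 (adjusted p = 0.0103). Glycolysis and fermentation had 0.22 (adjusted p = 0.0016), the induced genes of the environmental stress response 0.22 (adjusted p = 0.0108) and genes of M and G1 phase 0.24 (adjusted p = 0.00916). Ribosome biogenesis (adjusted p = 0.369) and the stress response (adjusted p = 0.0664) no longer passed with the batch as a block. No single probe set passed in limma or in the methods' test, with 208 and 231 at an unadjusted p under 0.05.

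The *MAG1* signal differed widely among the 9 arrays of strains with p*MAG*. Its mean was 6.74 on the 3 arrays of the high batch and 2.44 on the 6 of the low batch. An array batch seen in the signal of small nuclear, nucleolar and ribosomal RNA fits this, with an exact permutation p of 0.0119 (two-sided, 84 arrangements). The permutation ignored the strain, and all 3 arrays of Δ*apn1*/p*MAG*/p*APN1* lie in the low batch, so this p does not part batch from strain. Within WT/p*MAG* the high batch arrays read 6.14 and 6.91 and the low batch array 1.48. Within Δ*apn1*/p*MAG* the values were 7.17 in the high batch and 2.88 and 1.82 in the low. As to cultures without the pMAG plasmid, *HUG1* lay above the highest of the arrays without p*MAG* on 9 of 9 arrays. *HUG1* had the smallest p of the p*MAG* effect on these same arrays and was picked after its values were seen. It therefore cannot decide the question, and partial loss of the plasmid stays open. Weaker induction by galactose is argued against by the median *GAL1* value of 9.04 in the low batch, against 8.22 to 8.82 in the high batch. Medians for *GAL7* (8.90) and *GAL10* (8.03) lay within the high batch's range. For replicate 3 of Δ*apn1*/p*MAG* alone weaker induction stays open, since *GAL7* (6.36) and *GAL10* (6.37) lay below the high batch's lowest (8.14 and 7.10) and *GAL1* (8.96) did not. The *ACT1* 5′ and 3′ signals were also looked at for this pattern and replaced, and none of the tests tells a batch of cultures from a batch of arrays.

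*APN1* and *LEU2* were low on replicate 1 of Δ*apn1*/p*MAG*/p*APN1*. Its *APN1* value minus the mean of the other 5 arrays with p*APN1* was −2.93 (they average 7.49, and the 6 Δ*apn1* arrays without p*APN1* average 3.49), which fits loss of pAPN1 from the culture, or a single wrong label. A swap with an array labelled apn1 null/pMAG is argued against, since the highest *APN1* value of those arrays was 4.38 and the lowest of the 5 was 7.26. Truncated RNA is argued against by an *ACT1* 5′ minus 3′ difference of −0.914, within the −1.82 to −0.652 of the arrays other than replicate 1 of Δ*apn1*/p*MAG*. *LEU2* averaged 9.43 on the 5 arrays and 4.97 on the 6.

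All arrays of the 2 strains with p*APN1* lie in the low batch. In Δ*apn1*/p*APN1*, 79.1% of the probe sets at the paper's thresholds had the sign of the batch difference, against 67.0% of all probe sets, and in Δ*apn1*/p*MAG*/p*APN1* 78.7% against 65.1%, which fits the array batch as the direction of change in both strains. Of the called probe sets 47.9% and 44.3% stayed called with the batch as a block, which leaves open whether the array batch is the whole cause. The median size of the called differences went from 0.83 to 0.68 and from 0.80 to 0.64, and the median standard error from 0.285 to 0.299 and from 0.288 to 0.294. Effects of p*APN1* and of the batch are told apart only through the other strains.

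The arrays were also split in other ways, to see how large a count arises without the strain. For each strain there are 10 splits of its 3 and the 3 wild type arrays, too few for a share under 0.05. At an adjusted p under 0.05, the number of splits with a count as large as the real one was 1 for WT/p*MAG* (6 against a highest other of 1), 10 for Δ*apn1* (0 against 0), 2 for Δ*apn1*/p*MAG* (7 against 21, the split along the batch), 1 for Δ*apn1*/p*APN1* (1 against 0) and 2 for Δ*apn1*/p*MAG*/p*APN1* (1 against 1). At the paper's thresholds it was 1 (390 against 233), 7 (28 against 123), 2 (220 against 551, along the batch), 1 (215 against 180) and 4 (221 against 245). Over 100 regroupings of the arrays, chance is excluded for the p*MAG* effect (83 against 12, with 1 split as large, the real one) and for the F test among the 6 strains (26 against 13, with 1 split as large). Regrouped within the array batches, with the batch as a block, it is excluded for both too (142 against 67 and 24 against 5, with 1 split as large each). The difference of the p*MAG* effect between wild type and Δ*apn1* had a count of 0, so all 100 regroupings were as large by design and nothing about chance is decided, and the highest count among them was 134. For the 774 probe sets at the paper's thresholds in at least 1 strain chance is not excluded (against 1062, with 9 splits as large). These regroupings ignore the array batch, which was itself cut from the array values. With the regroupings within the batches and the block, 4 of 100 splits were as large (783 against 865), a share under 0.05 by 1 split. That is too near the limit for a drawn sample of regroupings, chosen after the results were seen, so chance is not excluded here either.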

How the results depend on the processing

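The alternatives by array batch, without the doubted arrays and with the replicate block in a fit of only 2 groups were chosen after the results were seen, and all others were set beforehand. Counts are of probe sets unless lists are named, the cause of a change was not tested except where fewer arrays or probe sets are the alternative itself, and an offset for linear values does not apply to log2 values. Array signal over background is not in the table, so dim genes were limited only through the alternative without the lowest 25% of probe sets. The low batch holds 1 array each of wild type, WT/p*MAG* and Δ*apn1*, and the high batch 1 of Δ*apn1*/p*MAG*, so counts and calls from such an arm of 1 array are listed for completeness and test nothing.

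Of the 14 named results past the adjusted threshold, none reversed, and of 257 alternatives 133 kept the call and 124 did not. Of the 174 named results not past it, 92 of 3137 alternatives gave a call. Of the 55 list results, 922 of 1120 alternatives kept the call, 181 lost it and 17 reversed, and of the other 115, 132 of 2314 gave a call. The methods' test kept 53 of the 55, quantile normalization again 54, averaged probe sets 53, the array batch block 49, the low batch 27, the high batch 23 of 39, and the estimated correlation 2. The replicate block kept all 55, added 1 list call and kept 4 of the 14 named results. For Δ*apn1*, the strain whose numbers pair with wild type, it changed no call of a named gene or list, and in a fit of only these 2 groups it kept the 8 list calls and added 2, mitochondrial protein import (−0.093, adjusted p = 0.0317) and purine synthesis (−0.11).

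At an adjusted p under 0.05, WT/p*MAG* (6) had 0 with the methods' test, 1 with only the 2 groups compared, 0 with the replicate block, 12 without the lowest 25% of probe sets, 16 with array weights and 34 with only the high batch. It had 1, 10 and 25 without its replicates 1, 2 and 3, and 1 and 0 without wild type replicates 2 and 3. Δ*apn1* (0) had 5 with only the low batch (1 array against 1) and 0 in every leave-one-out fit. Δ*apn1*/p*MAG* (7) had 0 with the methods' test, 0 with only the 2 groups, 2 with the replicate block, 4 median-centred, 47 with array weights, 3 with eBayes trend and robust, 138 in the high batch (its 1 array, with poor RNA) and 0 in the low batch (1 wild type array), 5 higher and 0 lower without its replicate 1 (against 4 and 3), which kept 1 of the 6 named calls, 0 without its replicate 3, and 1, 0 and 0 without wild type replicates 1, 2 and 3. Δ*apn1*/p*APN1* (1) had 11 with only the 2 groups, 21 with array weights and 0 in the low batch. Δ*apn1*/p*MAG*/p*APN1* (1) had 0 with only the 2 groups, 21 with array weights, 2 with trend and robust, 0 in the low batch, 2 without the arrays in doubt, 2 and 11 without its replicates 1 and 2, and 3 without wild type replicate 1.

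At the paper's thresholds, WT/p*MAG* (390) had 589 in the high batch and 305 to 484 with 1 array left out. Δ*apn1* (28) had 17 with the methods' test, 267 in the low batch (1 array against 1), 43 with the replicate block and only the 2 groups, 50 without its replicate 2 and 52 without wild type replicate 3. Δ*apn1*/p*MAG* (220) had 442 with array weights, 706 in the high batch (1 array of the strain) and 378 in the low batch (1 wild type array), 356 without the arrays in doubt, 356 and 357 without its replicates 1 and 2, and 178 without wild type replicate 2. Δ*apn1*/p*APN1* (215) had 366 with array weights and 373 in the low batch. Δ*apn1*/p*MAG*/p*APN1* (221) had 420 with array weights, 347 without its replicate 2, and 426 and 141 without wild type replicates 1 and 2. The union (774) lay between 601 and 954 with 1 array left out.

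The F test (26) had 1 with the methods' test, 10 with the replicate block, 86 with array weights, 1 in the low batch, 8, 6 and 7 without Δ*apn1* replicates 1, 2 and 3, 13 without WT/p*MAG* replicate 1, 46 without Δ*apn1*/p*MAG*/p*APN1* replicate 2, 14 without Δ*apn1*/p*MAG* replicate 3, 4, 10 and 9 without Δ*apn1*/p*APN1* replicates 1, 2 and 3, and 10 without wild type replicate 2 or 3. The p*MAG* effect (83) had 351 with array weights, 142 with the array batch block, 0 in the low batch, 52 without Δ*apn1* replicate 2, 50 without Δ*apn1*/p*APN1* replicate 1, and 143 and 55 without wild type replicates 1 and 3. The interaction (0) had 38 in the high batch and 1 without the arrays in doubt.

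Lists called (16, 8, 15, 3 and 13 in the strains' order) were 1, 0, 1, 0 and 0 with the estimated correlation. WT/p*MAG* had 10 in the low batch, Δ*apn1* 4 with array weights and 5 in the high batch, and Δ*apn1*/p*APN1* 7 with all probe sets other than controls, 9 with the array batch block, 7 in the low batch, 6 and 5 without its replicates 1 and 3, and 5, 6 and 5 without wild type replicates 1, 2 and 3.

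The 17 reversals, as medians, were these. In the low batch WT/p*MAG* had −0.00242 for mitochondrial ribosomal proteins (by the test's direction), 0.15 for oxidative phosphorylation and −0.087 for the stress response, Δ*apn1* −0.017 for mitochondrial ribosomal proteins (by the test's direction), Δ*apn1*/p*MAG* −0.051 for oxidative stress, and Δ*apn1*/p*MAG*/p*APN1* 0.065 for cytosolic ribosomal proteins and −0.062 for ribosome biogenesis. In the high batch Δ*apn1* had 0.047 for the stress response and −0.065 for iron, and Δ*apn1*/p*MAG* −0.069 for ribosome biogenesis, −0.021 for mating type a genes (by the test's direction) and −0.37 for iron. Ribosome biogenesis had −0.039 in Δ*apn1*/p*MAG* without its replicate 2, and 0.38 without its replicate 1, with no reversal. In Δ*apn1*/p*MAG*/p*APN1* it had 0.014 without replicate 1, 0.014 without the arrays in doubt and −0.031 with the array batch block, against 0.36 without replicate 2. Cytosolic ribosomal proteins had 0.044 there without replicate 2 and −0.36 without replicate 1.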

Differences from the paper's values

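The value by array batch was chosen after the results were seen, and no other test in this part was.

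In Δ*apn1*, 28 probe sets passed the paper's thresholds in the limma fit, while Fig. 4 of the paper shows about 14 ORFs, read by eye. The methods' test gave 17, only the 2 groups compared 21 and array weights 21, which are not counted as different, since a count was taken as different when it was over 1.5 times the other. The replicate block gave 24, quantile normalization again 25, median-centred arrays 26, leaving out the dimmest 25% of probe sets 24, eBayes with trend and robust 27, all probe sets other than controls 40, and the fits without 1 array 28 to 52. These remained different. The cause was not tested beyond these fits. The counts in the other strains and in at least 1 strain (774 probe sets against 633 ORFs in the paper, and 390 against 334 in WT/p*MAG*) are not counted as different.

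Some statements of the paper can be set beside list results. The paper states that lipid metabolism is missing from the processes modulated, and the list of lipid and sterol synthesis lay lower in WT/p*MAG* (median −0.20, camera adjusted p = 0.00297, adjusted p = 0.475 with an estimated correlation) and in Δ*apn1*/p*MAG* (−0.13, adjusted p = 0.04, adjusted p = 0.67 with an estimated correlation). It states the same of the proteasome, whose list lay lower in Δ*apn1* (−0.10, adjusted p = 0.00149, adjusted p = 0.657 with an estimated correlation). The proteasome shift and the lipid shift in Δ*apn1*/p*MAG* were lost without single arrays. The lipid shift in WT/p*MAG* was not past the threshold in the high batch. The paper describes protein degradation as activated and lipid metabolism as increased by alkylating agents, so these lower lists go the other way and do not contradict it. It counts energy pathways as activated, while the list of oxidative phosphorylation lay lower in WT/p*MAG* (−0.29, adjusted p = 3.12e-04, adjusted p = 0.475 with an estimated correlation, and 0.15 between the single arrays of the low batch) and that of the tricarboxylic acid cycle higher in Δ*apn1*/p*APN1* (0.68, adjusted p = 2.89e-08, adjusted p = 0.105 with an estimated correlation). It counts chromatin assembly as repressed, and the list of 2 histone genes was past the threshold with the preset correlation in WT/p*MAG* only. That does not show that the other strains differ from WT/p*MAG*, and with an estimated correlation the list passed in no strain. The paper reasons from an enrichment among subnetworks and the lists were tested against all genes, so the 2 are different questions.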

Other observations

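The camera tests on the mean p*MAG* effect were chosen after the results were seen, and all other list tests in this part were set before, except those by array batch. Medians that rest on 1 array of a strain in a batch are given without p and test nothing.

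Some genes of pleiotropic drug response, which pump out drugs and lipids, rose in the strains with p*MAG*. Of 11 measured, 5 were higher in WT/p*MAG*, 5 in Δ*apn1*/p*MAG* and 4 in Δ*apn1*/p*MAG*/p*APN1* when adjusted over the list alone, and none was lower. The ABC transporter gene *PDR10* rose by 1.28, 1.33 and 1.66 in these strains (standard error 0.28, n = 3), the lipid transfer gene *PDR16* by 1.01, 1.14 and 0.94, and the ABC transporter gene *SNQ2* by 1.29 and 1.33 in the latter 2. The medians were 0.50 (camera adjusted p = 2.02e-04, adjusted p = 0.222 with an estimated correlation), 0.36 (adjusted p = 7.51e-04, adjusted p = 0.277 with an estimated correlation) and 0.70 (adjusted p = 4.68e-07, adjusted p = 0.105 with an estimated correlation, and a median of 0.45 with the batch as a block). With the block the adjusted p was 8.27e-05, 0.00254 and 2.52e-06, and in the high batch the WT/p*MAG* median was 0.62 (adjusted p = 0.00186). Over the 3 backgrounds the mean effect had a median of 0.52 (adjusted p = 7.01e-06, adjusted p = 0.0852 with an estimated correlation).

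Of 23 cell wall integrity genes, 8 were higher in WT/p*MAG* and 6 in Δ*apn1*/p*MAG* over the list alone, with 0 and 1 lower. The wall protein gene *PST1* rose by 2.07 in WT/p*MAG* (standard error 0.56), and the chitin transglycosylase gene *CRH1* by 1.12 and 1.43. The medians were 0.29 (adjusted p = 0.00111, adjusted p = 0.202 with an estimated correlation) and 0.20 (adjusted p = 0.00603, adjusted p = 0.286 with an estimated correlation, 0.0848 without Δ*apn1*/p*MAG* replicate 3 and 0.0521 without wild type replicate 1). The WT/p*MAG* median was 0.25 in the high batch (adjusted p = 0.0606) and 0.18 between the single arrays of the low batch, and with the batch as a block the adjusted p was 0.00181 and 0.0067. Genes of M and G1 phase and daughter cell separation were lower in Δ*apn1*/p*MAG* (median −0.42, adjusted p = 7.77e-06, adjusted p = 0.308 with an estimated correlation, adjusted p = 3.02e-07 with the batch as a block). *PRY3*, the glucanase gene *DSE2* (−0.97) and the chitinase gene *CTS1* (−0.79) fell over the list alone. In glycerol metabolism the glycerol phosphatase genes *GPP1* and *GPP2* rose by 1.35 and 1.89 in WT/p*MAG* over the list alone (median 0.30, adjusted p = 6.51e-04, adjusted p = 0.19 with an estimated correlation), with 0.41 in the high batch (adjusted p = 4.66e-05), and the list had 0.23 in Δ*apn1*/p*MAG* (adjusted p = 0.0589).

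Mating type a specific genes, read as a check of cell type, lay lower in 4 strains, with medians of −0.50 in WT/p*MAG* (adjusted p = 5.81e-04, adjusted p = 0.277 with an estimated correlation), −0.35 in Δ*apn1* (adjusted p = 8.16e-04, 0.286 with it), −0.40 in Δ*apn1*/p*MAG* (adjusted p = 0.00216, 0.324 with it) and −0.48 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.00368, 0.354 with it). Against the 1 wild type array of the low batch these were −0.98, −0.46, −0.65 and −0.45, and in the high batch −0.37 (adjusted p = 0.161) and −0.33 (adjusted p = 0.00469) in the first 2. The batch as a block gave adjusted p = 0.0547 for Δ*apn1*/p*MAG*/p*APN1*, and the list was not past the threshold in WT/p*MAG* without its replicate 2 (adjusted p = 0.0779) or in Δ*apn1*/p*MAG*/p*APN1* without wild type replicate 1 (adjusted p = 0.0521). The pheromone exporter gene *STE6* fell by 0.91 in WT/p*MAG* (standard error 0.24, adjusted p = 0.0107 over the list alone). Mating type alpha specific genes (4) were not called in any strain.

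Purine synthesis genes had a median of 0.39 in WT/p*MAG* (adjusted p = 0.0302, adjusted p = 0.561 with an estimated correlation, 0.0441 with the batch as a block, 0.223 in the high batch, 0.234 without its replicate 1, above 0.05 without its replicate 2, and 0.178 without wild type replicate 1) and were lower in Δ*apn1*/p*APN1* (adjusted p = 0.0055, adjusted p = 0.425 with an estimated correlation, 0.0195 with the batch as a block, and 0.0637 without wild type replicate 3), where *ADE17* and *ADE8* fell by 1.99 and 0.92 over the list alone. The iron regulon had 0.18 in Δ*apn1* (adjusted p = 0.00789, adjusted p = 0.787 with an estimated correlation) and 0.36 in Δ*apn1*/p*MAG* (adjusted p = 0.0267, adjusted p = 0.828 with an estimated correlation, adjusted p = 0.19 with the batch as a block), with −0.06 in the high batch in Δ*apn1*. It was not past the threshold without wild type replicate 1 (adjusted p = 0.206 and 0.236), in Δ*apn1* without its replicate 1 (adjusted p = 0.412) or in Δ*apn1*/p*MAG* without its replicate 2 or 3 (adjusted p = 0.632 and 0.38). G1 and S phase genes had 0.27 in Δ*apn1*/p*MAG*/p*APN1* (adjusted p = 0.0127, adjusted p = 0.561 with an estimated correlation, adjusted p = 0.0522 with the batch as a block, 0.0502 without its replicate 3, and 0.0649 without wild type replicate 3), and 0.09 against the 1 wild type array of the low batch. Base excision repair genes had 0.23 in Δ*apn1*/p*MAG* (adjusted p = 0.044, adjusted p = 0.273 with an estimated correlation, 0.0326 with the batch as a block, 0.259 without its replicate 1, and 0.115 and 0.104 without wild type replicates 1 and 2). The lists of strain and plasmid markers (5 genes), the galactose regulon (11), pyrimidine synthesis (8), G2 and M phase (13) and phosphate starvation (14) were not called in any strain. Of single genes in these, the galactose sensor gene *GAL3* rose by 1.35 in Δ*apn1*/p*APN1* over the list alone, and *URA2*, which starts pyrimidine synthesis, rose by 1.00 in Δ*apn1*/p*MAG* and 0.82 in Δ*apn1*/p*APN1*. *URA3* had −2.11 in Δ*apn1*/p*MAG* and −1.95 in Δ*apn1*/p*MAG*/p*APN1* and *LYS2*, the reporter of the mutation assays, 0.68 and 1.16, none past the test over all probe sets.

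The mean p*MAG* effect over the 3 backgrounds was past the adjusted threshold with an estimated correlation for 2 lists, the DNA damage checkpoint targets and the DNA damage signature (median 0.25, adjusted p = 1.18e-05, adjusted p = 0.0326 with an estimated correlation). With the preset correlation it was also past it for amino acid synthesis (0.14, adjusted p = 9.21e-05), purine synthesis (0.36, adjusted p = 0.00114), glycerol metabolism (0.31, adjusted p = 0.00114), oxidative stress (0.17, adjusted p = 0.00277), cytosolic ribosomal proteins (−0.16, adjusted p = 7.01e-06), translation factors (−0.18, adjusted p = 8.75e-04), lipid and sterol synthesis (−0.18, adjusted p = 8.99e-04), M and G1 phase (−0.38, adjusted p = 2.64e-05), cell wall integrity (0.09, adjusted p = 0.00234) and mating type a genes (−0.24, adjusted p = 0.00334). With an estimated correlation these 10 had adjusted p from 0.16 to 0.479. The other genes named in the paper, *APN2*, *UNG1*, *NTG1*, *NTG2*, *OGG1*, *REV1*, *REV3* and *REV7*, did not pass in any strain, and the largest difference was that of *UNG1*, the uracil DNA glycosylase gene, at −0.70 in WT/p*MAG* (adjusted p = 0.446).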
